# Meis1 establishes the pre-hemogenic endothelial state prior to Runx1 expression

**DOI:** 10.1038/s41467-023-40283-0

**Published:** 2023-07-27

**Authors:** Patrick Coulombe, Grace Cole, Amanda Fentiman, Jeremy D. K. Parker, Eric Yung, Misha Bilenky, Lemlem Degefie, Patrick Lac, Maggie Y. M. Ling, Derek Tam, R. Keith Humphries, Aly Karsan

**Keywords:** Haematopoiesis, Haematopoietic stem cells, Transdifferentiation

## Abstract

Hematopoietic stem and progenitor cells (HSPCs) originate from an endothelial-to-hematopoietic transition (EHT) during embryogenesis. Characterization of early hemogenic endothelial (HE) cells is required to understand what drives hemogenic specification and to accurately define cells capable of undergoing EHT. Using Cellular Indexing of Transcriptomes and Epitopes by Sequencing (CITE-seq), we define the early subpopulation of pre-HE cells based on both surface markers and transcriptomes. We identify the transcription factor Meis1 as an essential regulator of hemogenic cell specification in the embryo prior to *Runx1* expression. *Meis1* is expressed at the earliest stages of EHT and distinguishes pre-HE cells primed towards the hemogenic trajectory from the arterial endothelial cells that continue towards a vascular fate. Endothelial-specific deletion of *Meis1* impairs the formation of functional *Runx1*-expressing HE which significantly impedes the emergence of pre-HSPC via EHT. Our findings implicate *Meis1* in a critical fate-determining step for establishing EHT potential in endothelial cells.

## Abstract (web summary)

Hematopoietic stem cell formation via the endothelial-to-hematopoietic transition is initiated by a complex rewiring of the aortic endothelium. Here the authors identify Meis1 as an early driver of hemogenic specification of this arterial endothelium.

## Introduction

Hematopoietic stem and progenitor cells (HSPCs) originate from an endothelial-to-hematopoietic transition (EHT) during embryogenesis. This is a conserved process amongst vertebrates, characterized by the emergence of intra-aortic hematopoietic clusters (IAHC) in the major arteries of the embryo^1,2^. In the mouse embryo, IAHC are detected around embryonic day (E)10.5 mainly in the dorsal aorta of the aorta-gonad-mesonephros (AGM) region. Expression of the surface marker CD117 (c-Kit) labels most IAHC cells from which maturing pre-HSPCs have been isolated using hematopoietic commitment markers such as CD41, CD43, and CD45^1,3–5^. Within the most mature CD45-expressing pre-HSPC, CD27 has been shown to further enrich for pre-HSPCs with long-term engraftment capabilities^6^. While the gradual onset of expression of these surface markers is widely used to segregate pre-HSPC at different stages of maturation along the EHT trajectory, cells with the ability to initiate EHT are harder to isolate, and far less is known about what differentiates vascular endothelium from the rare endothelial cells (EC) that acquire hemogenic capacity^7,8^.

It is estimated that only about 1.3% of EC isolated from E10.5 dorsal aorta have functional hematopoietic potential ex vivo^9,10^. These hemogenic endothelial (HE) cells are morphologically similar to vascular EC and express classical endothelial surface markers such as VE-Cadherin (Cdh5) and CD31 (Pecam1)^8^. Therefore, defining what initially distinguishes the rare HE cells capable of forming HSPC from the remaining vascular endothelium is challenging. In an attempt to prospectively enrich and study HE cells, several reporter models have been developed based on key EHT genes such as *Sca1* (Ly6a-GFP), *Runx1* (*Runx1*+23GFP), and *Gfi1* (*Gfi1*^+/tomato^)^9,11–13^. *Runx1*-deficient embryos are devoid of IAHCs^14^ and the *Runx1*+23 conserved noncoding element (CNE) has been shown to be active in HE and all IAHC^15^, making it a useful reporter to track cells after they have acquired hemogenic potential. Similarly, induction of *Gfi1* expression in HE cells promotes the emergence of IAHC from the vascular wall by repressing endothelial fate^11,13^. More recently, CD44 has also been identified as a marker of early hematopoietic fate^16^. Nevertheless, characterization of the processes occurring in the EC subpopulation that is primed to acquire a hemogenic fate remains challenging, and what drives the specification of EC towards an HE rather than a vascular fate is not well understood. Understanding the mechanisms that specify vascular EC towards a hemogenic fate is critical to improve bioengineering approaches to generate hematopoietic stem cells ex vivo.

While previous single-cell studies of EHT have relied on various markers to positively select very small and specific subpopulations^11,17,18^, here we used CITE-seq to accurately label and comprehensively profile distinct subpopulations of cells in the AGM, therefore bypassing the need for isolation of rare cells by FACS. The combination of CITE-seq and bulk RNA-seq identified *Meis1* as a transcription factor required for hemogenic specification in the early embryo. *Meis1* is an important transcription factor for HSPC regulation in adult mouse bone marrow^19–23^ and an essential developmental gene as evidenced by the embryonic lethality, between E11.5-E14.5, of mice with homozygous deletion of the locus^24,25^. *Meis1*-null fetal liver hematopoietic cells show impaired colony-forming activity and are unable to repopulate irradiated mice, suggesting that *Meis1*-null mice are unable to produce or maintain HSPC^25^. Although *Meis1* expression has been detected in emerging pre-HSPCs/HSPC during EHT^11,17,26,27^, less is known about the function of *Meis1* at early stages of EHT. Here, we show that *Meis1* primes arterial EC towards the hemogenic fate, and that it is required in the mouse embryo for the formation of early pre-hemogenic cells prior to the emergence of functional HE and pre-HSPCs.

## Results

### CITE-seq provides a comprehensive representation of EHT

To define factors in the endothelium that prime cells towards a hemogenic phenotype, we performed CITE-seq on CD31^+^ FACS-isolated cells from the AGM of E10.5 wildtype (WT) embryos to isolate all EC and IAHC cells, rather than risk potential loss with additional pre-selected markers. Antibodies against CD44, CD117, CD41, CD43, CD27, and CD45 were used to identify populations of EC, HE, and pre-HSPC at various stages of the EHT process^1,3–6,16^. Unsupervised clustering of single-cell transcriptomes showed distinct populations of EC (expressing *Cdh5* (VE-Cadherin) and *Eng* (CD105, Endoglin)), cells undergoing EHT that expressed both endothelial and hematopoietic genes (ie: *Runx1*, *Gfi1*, *Spi1*), and mature hematopoietic cells (expressing *Ptprc* (CD45) and other lineage markers) (Fig. 1A, B). These mature hematopoietic cells, including erythro-myeloid progenitors (EMPs), are likely derived from early hematopoiesis in the yolk sac but may also represent a few mature cells generated at this stage from the EHT process. Multiple subpopulations of EC were present in the dataset and these were further classified based on expression of venous (vEC) and arterial (aEC) markers (Supplementary Fig. 1A, B).

**Fig. 1:**
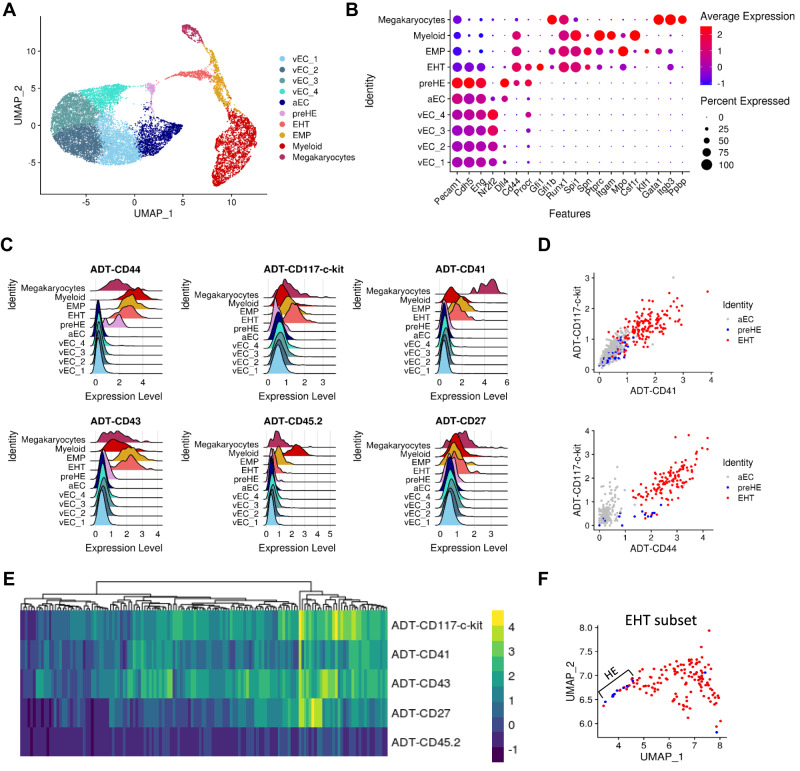
CITE-seq characterization of CD31+ cells from E10.5 AGM. **A** UMAP representation of single-cell unsupervised clustering based on transcriptome data. **B** Genes associated with each cluster in (**A**) that identify cell types. **C**, **D** Expression of antibody-derived tag (ADT) for (**C**) each cluster previously identified represented by ridge plots and **D** scatter plots of the relevant subpopulations. **E** Heatmap of surface expression, based on ADT, of the selected markers on cells forming the EHT cluster. **F** Identification of phenotypic HE within the “EHT’ subcluster on a UMAP projection. Cells labeled in blue are negative for CD117, CD41, CD43, and CD45 based on ADT expression and red cells expressed at least one of the EHT markers.

In addition to EC and EHT clusters, the CITE-seq data revealed a small population of pre-hemogenic EC (pre-HE) similar to those recently described by Zhu et al.^18^. (Supplementary Fig. 1C, D). These cells followed a pseudotime trajectory towards EHT (Supplementary Fig. 1E), and had high expression of endothelial markers but additionally expressed *Cd44*, a marker recently associated with hemogenic potential^16^, along with higher levels of *Procr* (CD201)^17^ compared to other EC subsets (Fig. 1B and Supplementary Fig. 1F). Pre-HE cells lacked the prototypic HE markers *Runx1* and *Gfi1*, thus distinguishing these two populations (Fig. 1B and Supplementary Fig. 1G).

The additional immunophenotypic information provided by CITE-seq confirmed the expected subpopulations of EC, expressing negligible to no level of the selected surface markers, as well as cells undergoing EHT, which showed variable expression of CD117 and CD41 while upregulating CD43 and CD45 (Fig. 1C–E and Supplementary Fig. 1H). Phenotypic HE cells expressing CD31^+^CD117^−^CD41^−^CD43^−^CD45^−^ and both *Runx1* and *Gfi1* were located at the extremity of the EHT cluster closest to pre-HE cells in UMAP space (Fig. 1F and Supplementary Fig. 1I). Of note, the presence of these HE cells represented a small fraction of the EHT cluster (13 out of 140 EHT cells), consistent with a potentially rapid transition to a pro-/pre-HSPC phenotype^18^. Most cells forming the EHT cluster were therefore IAHC, expressing both *Runx1* and *Gfi1* at the transcriptomic level and at least one phenotypic surface marker, CD117 or CD41 (Fig. 1E). In addition, we observed that the pre-HE cells of interest are indistinguishable from the remaining endothelium by surface protein expression of the typical phenotypic markers CD117 and CD41 (Fig. 1C, D). However, the addition of CD44 antibody showed selective enrichment for this small subset of pre-HE cells that we can now define as being CD31^+^CD44^+^CD117^−^CD41^−^CD43^−^CD45^−^ (Fig. 1C, D), and which represent an intermediate stage between the bulk population of aEC and cells undergoing EHT, as supported by in silico trajectory analysis (Supplementary Fig. 1E). Thus, CITE-seq identified distinct subsets of the endothelial and hematopoietic populations relevant to EHT together with single-cell gene expression data.

### Meis1 is upregulated in early pre-HE cells prior to EHT

Compared to aEC, 425 and 317 genes were upregulated and downregulated respectively in pre-HE (adjusted *p*-value < 0.1; Fig. 2A). The signature of upregulated genes was enriched for several pathways previously reported to be important for EHT such as TGF-β and Notch pathways, and inflammatory signaling (Supplementary Fig. 2A). In addition, gene ontology (GO) analysis identified the enrichment of genes related to hematopoiesis which further highlighted the hemogenic potential of these cells as compared to the aEC cluster (Supplementary Fig. 2A). Consistent with the pre-hemogenic nature of these cells, pre-HE maintained a high expression score of genes related to angiogenesis, compared to EHT cells and also showed a progressive upregulation of the definitive hemopoiesis gene signature (Supplementary Fig. 2B).

**Fig. 2:**
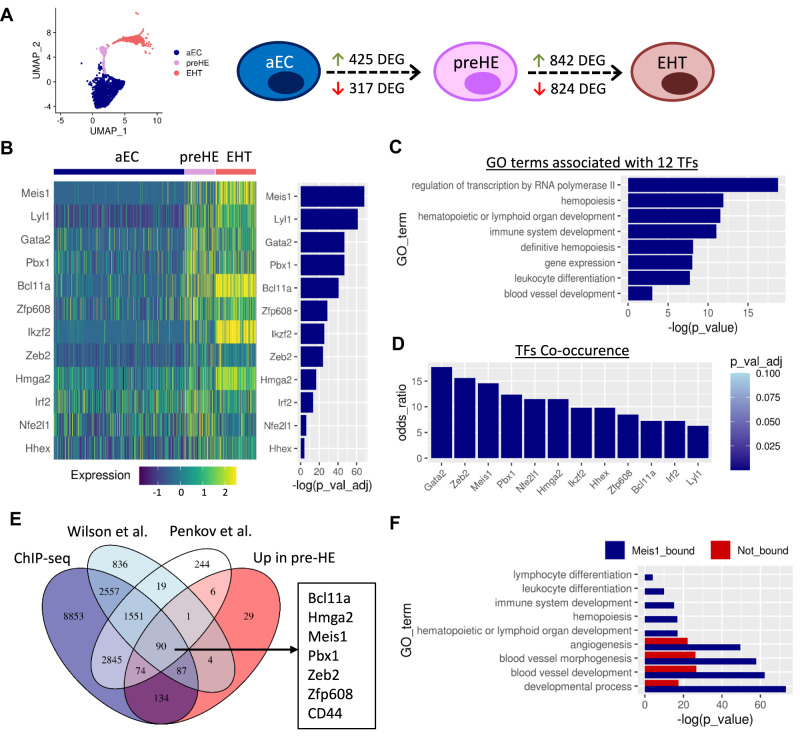
Identification of Meis1 as candidate regulator of early hemogenic commitment. **A** UMAP representation of the aEC, preHE, and EHT clusters only and schematic showing the number of DEG between each cell population along the transition. **B** Heatmap showing expression of the 12 TFs enriched in pre-HE cells compared to aEC, ranked by significance (Wilcoxon rank sum test (two-sided) with Bonferroni correction for adjusted *p*-values). **C** Selected GO terms associated with the 12 TFs identified in **B** (hypergeometric p-value with g:SCS correction using the default settings in gprofiler2). **D** Co-occurrence of the 12 TFs in **B** with the 425 pre-HE enriched genes, based on EnrichR analysis (*p*-values based one-sided Fisher’s exact test with Benjamini-Hochberg correction). **E** Overlapping genes between our Meis1 ChIP-seq dataset, published ChIP-seq datasets, and genes enriched in pre-HE vs aEC in the CITE-seq data. **F** Selected GO terms associated with pre-HE enriched genes categorized based on the presence of Meis1 binding sites in ChIP-seq data (hypergeometric p-value with g:SCS correction using the default settings in gprofiler2).

To look for drivers of cell fate, we focused on transcription factors (TFs). Of the 425 upregulated genes, 12 TFs were identified as being significantly enriched in pre-HE vs aEC and persisting through EHT (Fig. 2B). GO term analysis showed enrichment of these 12 TFs for biological processes associated with transcription and hematopoiesis (Fig. 2C). Therefore, we hypothesized that early expression of these TFs might govern the endothelial switch associated with hemogenic potency. Of the 12 TFs, *Meis1* ranked as being the most significantly enriched, with its binding partner *Pbx1* ranked fourth (Fig. 2B).

Separately, we performed bulk RNA-seq to identify upstream TFs present in the HE based on the rationale that these TFs might be important for driving pre-HE cells into the HE state. To this end, we used the *Runx1*+23GFP reporter mouse as a well-established tools to enrich for HE cells in the AGM^9^. A total of 228 transcription factors (TFs) were specifically enriched in CD31^+^CD117^−^CD45^−^*Runx1*+23GFP^+^ HE cells compared to vascular EC in the mouse AGM at E10.5. To find candidate upstream regulators that potentially drive the expression pattern observed in HE cells, Distant Regulatory Element (DiRE)^28^ analysis was performed on the HE-enriched TFs, which resulted in a list of 9 enriched TFs that bind regulatory elements associated with co-expressed HE genes. These 9 TFs included *Meis1* and its binding partners *Pbx1* and *Hoxa9* (Supplementary Fig. 3). Therefore, two different approaches identified *Meis1* as enriched in the early stage of pre-HE/HE specification.

### Meis1 binds genes associated with hemogenic specification

Given the prediction that Meis1 can regulate the expression of other HE-enriched TFs in our dataset, we hypothesized that *Meis1* may be required to drive early hemogenic specification. Co-expression data from the EnrichR webserver^29^ revealed that both *Meis1* and *Pbx1* were among the top TFs to co-occur with the 425 pre-HE-enriched genes (Fig. 2D), overlapping with 64 and 57 genes respectively.

We next performed ChIP-seq in primitive EPCR^+^CD150^+^CD48^−^lin^−^ adult hematopoietic cells transduced with a Meis1-YFP vector to identify direct Meis1 targets, resulting in binding peaks mapping to 16,198 nearby genes based on sequence proximity. We compared the list of genes associated with Meis1 binding sites to two publicly available ChIP-seq datasets based on endogenous Meis1 expression: one performed in HPC7 mouse hematopoietic progenitor cells^30^ and the other in E11.5 mouse embryos^31^. Genes were considered bound by Meis1 if they were found in common between at least two of the three datasets. Over 59% (252/425) of the genes upregulated in pre-HE cells compared to aEC were associated with Meis1 binding sites (Fig. 2E). These genes included 11 of the 12 hemogenic TFs that we previously identified in pre-HE compared to aEC, placing *Meis1* as a major candidate upstream regulator. Promoters of 52 of the 64 genes frequently co-expressed with *Meis1* based on EnrichR analysis were bound by Meis1 based on ChIP-seq, supporting a role for Meis1 in driving aEC towards a hemogenic fate.

Compared to aEC, the pre-HE gene signature was enriched for GO terms related to hematopoiesis (Supplementary Fig. 2A). Interestingly, GO term analysis showed an association of biological processes related to the development of the hematopoietic system only in the fraction of pre-HE genes that are predicted to be bound by Meis1 (Fig. 2F). On the other hand, genes related to angiogenesis and developmental processes were more broadly distributed between the Meis1-bound and unbound fractions (Fig. 2F). Thus, genes related to the development of the hematopoietic system that are expressed in pre-HE cells are also direct Meis1 targets, suggesting that Meis1 primes aEC for hemogenic commitment by acting as an upstream regulator of hematopoietic gene expression. Several genes downregulated during the transition to pre-HE are also found in proximity to Meis1 binding sites (Supplementary Fig. 4). While these genes enriched for more generalized biological GO terms, the list included angiogenic and Wnt-related genes that need to be downregulated for EHT to proceed (Supplementary Fig. 4). Meis1 may also have a potential repressive role on endothelial fate through a few key genes.

### *Meis1* is highly expressed in IAHC and the surrounding endothelium in vivo

To validate the role of *Meis1* in hemogenic EC specification, we used a *Meis1* GFP-reporter mouse model (Fig. 3A) where a GFP-P2A-HA tag is inserted upstream of the *Meis1* transcriptional start site^32^. GFP faithfully recapitulates Meis1 expression without altering its function due to a 2A-self-cleavage reaction during translation (Supplementary Fig. 5A, ref. ^32^). In the E10.5 AGM, GFP was highly expressed in all IAHC and in a subset of EC of the dorsal aorta, as well as in the subaortic mesenchyme (Fig. 3B). Consistent with a role in IAHC emergence, GFP^+^ EC were enriched in sections of the dorsal aorta underlying IAHC as opposed to GFP^−^ EC that could be seen on long sections devoid of IAHC (Fig. 3B). Similarly, analysis by flow cytometry confirmed ubiquitous high expression of *Meis1* in phenotypic pre-HSPC (CD31^+^CD41^low^CD45^−/+^) (Fig. 3C, D), as observed in the CITE-seq data (Fig. 3E). Consistent with the immunostaining, most EC (CD31^+^CD41^−^CD45^−^) were GFP^−^ by flow cytometry with a distinct smaller subset of GFP^+^ EC (Fig. 3C). Within the bulk EC compartment, GFP was almost exclusively expressed in CD44^+^ EC confirming that *Meis1* labeled the CD44^+^ pre-HE fraction of the endothelium at E10.5 (Fig. 3F), thus validating at the protein level in vivo the *Meis1* expression pattern observed at the transcript level in the CITE-seq data at E10.5 (Fig. 3E).

**Fig. 3:**
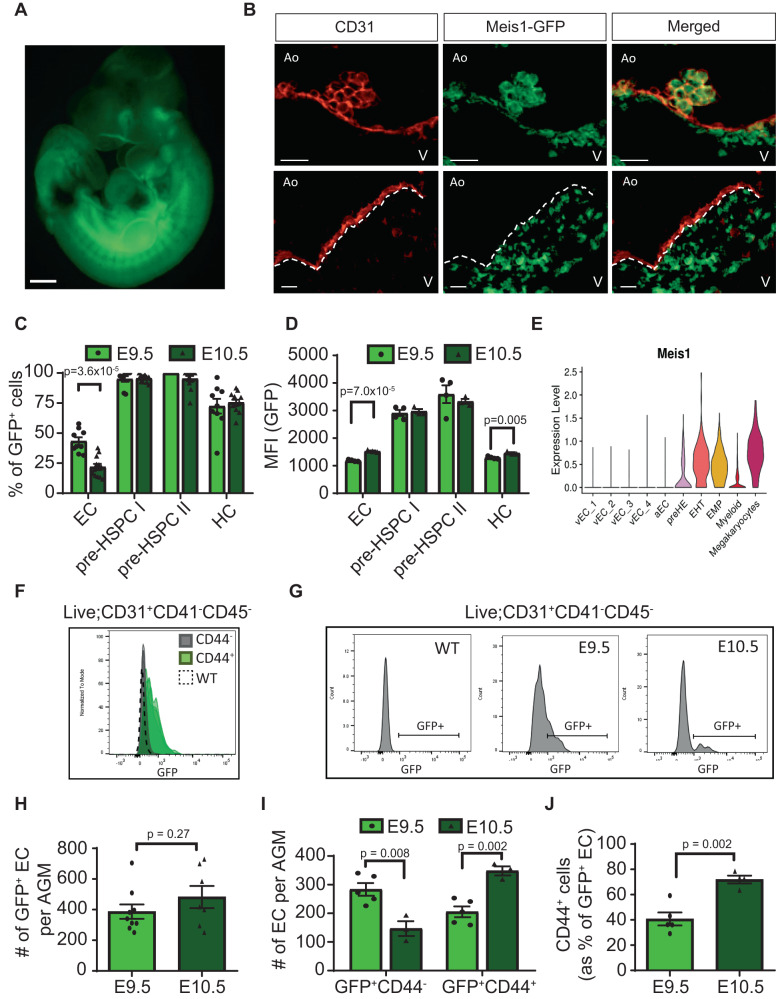
Meis1 expression in the AGM during EHT. **A** Representative image of more than 50 *Meis1*-GFP embryos dissected at E10.5 (scale bar = 500 µm). **B** Immunostaining of cross-sections of the dorsal aorta at E10.5 showing the expression of CD31 (red) and Meis1-GFP (green). The dotted line in the lower panels demarcates the endothelial layer from the subaortic mesenchyme. (Ao: Aorta, V: Ventral, scale bar = 20 µm). *N* = 7 embryos over 4 independent experiments. **C** Percentage of cells expressing Meis1 in defined cell populations based on GFP fluorescence by flow cytomerty (*n* = 9 at E9.5 and *n* = 12 at E10.5) and (**D**) associated GFP MFI values (*n* = 4 at E9.5 and *n* = 3 at E10.5 from the same experiment). Viable cells were gated as follows: EC: CD31^+^CD41^−^CD45^−^, pre-HSPC I: CD31^+^CD41^low^CD45^−^, pre-HSPC II: CD31^+^CD41^low^CD45^+^, hematopoietic cells (HC): CD31^−^CD45^+^. Data are presented as mean ± SEM and each data point represents a different embryo. **E** Violin plot depicting *Meis1* mRNA expression in various CITE-seq subpopulations. *Meis1* expression was detected at low level in 9.9% of all EC. **F** Histograms showing *Meis1*-GFP expression by flow cytometry in CD44^−^ and CD44^+^ EC (*n* = 4 for each group). WT represents a wildtype (GFP^−^) embryo. **G** Representative histograms of GFP fluoresence by flow cytometry in AGM EC at various time points. **H** Total number of GFP^+^ EC per AGM at E9.5 (*n* = 9) and E10.5 (*n* = 7) and (**I**) EC numbers subdivided according to CD44 co-expression (*n* = 5 at E9.5, *n* = 3 at E10.5) based on counting beads by flow cytometry. For the absolute cell number, one E10.5 data point was removed based on the Grubb test to identify outliers. **J** Proportion of GFP^+^ EC co-expressing CD44 at E9.5 (*n* = 5) and E10.5 (*n* = 4). Data are presented as mean ± SEM and each data point represents a different embryo. All indicated p-values were calculated using a two-sided t-test comparing two groups. Source data are provided as a Source Data file.

While IAHC are prominent in the E10.5 dorsal aorta, specification of the HE precedes cluster formation. Tracking Meis1 expression at an earlier time point showed a relatively higher proportion of GFP^+^ cells at E9.5 compared to E10.5 specifically within the EC compartment (Fig. 3C, G). Although, no difference was observed in absolute GFP^+^ EC number between the two time points (Fig. 3H), E10.5 GFP^+^ EC showed increased Meis1 expression with the initiation of EHT (Fig. 3D, G). CD44 expression temporally followed Meis1 expression in GFP^+^ EC as suggested by the increased numbers of CD44^+^ cells in the GFP^+^ EC from E9.5 to E10.5 (40% vs 72%, Fig. 3I, J). This temporal increase in frequency of CD44^+^ cells implicates a progression from an early GFP^+^CD44^−^ precursor at E9.5 to GFP^+^CD44^+^ pre-HE cells at E10.5, given that the absolute number of GFP^+^ EC between the two time points is similar. Supporting this point, E9.5 GFP^+^CD44^−^ cells have already upregulated pre-HE genes, that are also Meis1 targets, as compared to GFP^−^CD44^−^ EC but do not yet express HE genes (Supplementary Fig. 5B, C). These findings suggest that *Meis1* is an early driver of hemogenic specification.

### *Runx1*^+^ HE cells emerge from *Meis1*^+^ endothelium in vivo

The observed expression pattern argues that only the *Meis1*-GFP^+^ EC have hemogenic potential and that *Meis1* might be important in the early specification of CD44^+^ pre-HE cells. To investigate this, GFP^−^ EC and GFP^+^ EC were FACS-isolated from dissociated E10.5 AGM to further characterize these two populations (Fig. 4A and Supplementary Fig. 8A). Consistent with our hypothesis, expression of the EHT-related genes *Runx1*, *Gfi1*, and *Spi1* was exclusively detected in GFP^+^ EC (Fig. 4B), indicative of the presence of HE cells only within the *Meis1*-expressing population. While *Runx1* expression was entirely contained within *Meis1*-GFP^+^ EC (Fig. 4B), *Meis1* was more broadly expressed and detected at lower levels in *Runx1*+23GFP^−^ EC from the AGM at E10.5 (Fig. 4C). This observation was consistent with the CITE-seq data (Fig. 4D) and reinforces the fact that *Meis1*-expressing EC include both pre-HE and HE cells, and precede *Runx1* expression (Fig. 4D). Fluorescent imaging confirmed that Meis1 expression was detected in all emerging Runx1^+^ HE in vivo, but also in Runx1^−^ EC in an extended region flanking Runx1^+^ HE (Fig. 4E and Supplementary Fig. 6), consistent with the idea that HE cells arise from a *Meis1*-expressing EC precursor in vivo.

**Fig. 4:**
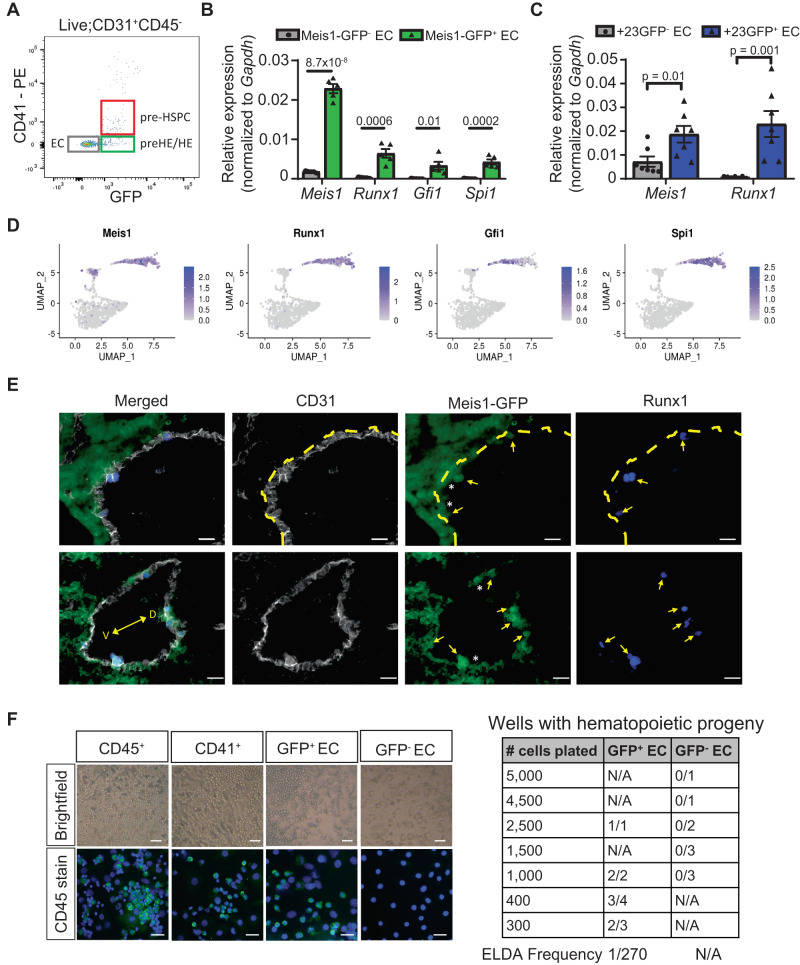
Runx1+ HE emerge from Meis1-expressing pre-HE in vivo. **A** Representative flow cytometry scatterplot gated for relevant subsets within the viable CD31^+^CD45^−^ population. **B**, **C** mRNA expression of selected EHT-related genes in FACS-isolated GFP^−^ and GFP^+^ EC from E10.5 AGM of (**B**) *Meis1*-GFP embryos (*n* = 5 pools of 4 embryos each from the same litter) and (**C**) *Runx1*+23GFP embryos (*n* = 7 pools of 3 embryos each). Quantification was performed by ddPCR and normalized to Gapdh. Bar-plots are showing the mean ± SEM. Indicated *p*-values were calculated using a two-sided t-test comparing two groups. **D** UMAP projections of the aEC, pre-HE, and EHT clusters showing the expression of selected genes in the CITE-seq data. **E** Immunostaining of the dorsal aorta from E10.5 *Meis1*-GFP embryos (gray: CD31, green: GFP, blue: Runx1, V: ventral, D: dorsal). Arrows point to Runx1+ cells and asterix (*) denotes adjacent Meis1-GFP^+^Runx1^−^ EC. The dotted line delineates the endothelial layer from the subaortic mesenchyme in upper panels. Scale bar = 20 µm. Staining was reproduced in 2 independent experiments. **F** Ex vivo differentiation assay on an OP9 stromal layer to assess hematopoietic colony formation from FACS-isolated GFP^+^ and GFP^−^ EC. Representative brightfield images (above, scale bar = 50 µm) of hematopoietic colonies formed and confirmation of CD45 expression by immunofluorescence staining (below, scale bar = 25 µm). The table on the right shows the number of colony-positive replicates at the endpoint for the various initial cell inputs tested. The frequency of HE cells was assessed using extreme limiting dilution assay (ELDA) calculation. Source data are provided as a Source Data file.

Neither *Meis1*-GFP nor CD44 individually are able to separate pre-HE cells from HE cells. Ideally, a combination of surface markers would distinguish between and facilitate the isolation of pre-HE from HE. Based on our CITE-seq data and a published dataset^18^, we identified two potential candidate surface molecules, CD200 and Notch4, that are expressed in EC and pre-HE but not in HE and EHT cells (Supplementary Fig. 7A). Compared to E10.5 CD44^−^ EC, cells co-expressing CD44 and either CD200 or Notch4 showed higher levels of genes upregulated in the CITE-seq pre-HE population (Supplementary Fig. 7B–E and Supplementary Fig 5C). On the other hand, HE genes were upregulated in CD44^+^CD200^−^ and CD44^+^Notch4^−^ cells and more strongly expressed in pre-HSPC (Supplementary Fig. 7F, G). Unlike *Runx1*, *Meis1* is strongly expressed in both CD44^+^CD200^−^ or CD44^+^Notch4^−^ and CD44^+^CD200^+^ or CD44^+^Notch4^+^ cell fractions, consistent with a requirement for Meis1 in pre-HE prior to *Runx1* upregulation during early EHT.

To demonstrate functionally that only *Meis1*-GFP^+^ cells have the potential to undergo EHT, E10.5 GFP^+^ and GFP^−^ EC were co-cultured ex vivo on OP9 feeder cells in media with cytokines supportive of hematopoiesis (Fig. 4F and Supplementary Fig. 8B). CD41^+^ pre-HSPC and CD45^+^ hematopoietic cells were included as controls (Supplementary Fig. 8A, B) to confirm that this culture system can promote differentiation of CD31^+^CD41^low^CD45^−^ cells into CD45^+^ cells and maintain them in culture. Colonies of round CD45^+^ hematopoietic cells emerged from CD31^+^CD41^−^CD45^−^GFP^+^ EC at 5 days, but were totally absent in wells containing GFP^−^ EC (Fig. 4F) regardless of the initial number of cells plated, implying that expression of *Meis1* is required to generate functional HE cells. Importantly, the *Meis1* gene locus is genetically unaltered in this model, therefore GFP^−^ cells still have the potential to spontaneously upregulate *Meis1* expression if required at a later stage during the culture. The fact that none of the GFP^−^ EC subsequently formed hematopoietic colonies ex vivo in differentiation-permissive medium supports the contention that *Meis1* activation is required at early stages of EHT, prior to the formation of pre-HSPCs.

### *Meis1* expression is required for pre-HE/HE formation

To investigate a functional requirement for *Meis1* in EC, we conditionally deleted *Meis1* using a Cre recombinase driven by the VE-Cadherin (VEC) promoter^33^ to generate *Meis1*^flox/flox^;Cre (M^f/f^;Cre) embryos (Supplementary Fig. 9) and littermates lacking Cre expression hereafter referred to as “WT”. To quantify the frequency of HE cells, we co-cultured with OP9 FACS-isolated EC from single embryos into multiple wells of a 96-well plate, at a limiting dilution of 100 cells per well (Fig. 5A). Significantly fewer cells from E9.5 M^f/f^;Cre embryos produced hematopoietic colonies compared to WT littermates (Fig. 5B), supporting a requirement for *Meis1* in emergence of functional HE. Confirming that the defect in *Meis1*-null EC was present at the HE level, gene expression analysis performed on FACS-isolated EC showed a significant reduction in key markers of HE cells (*Runx1*, *Gfi1*, and *Spi1*) (Fig. 5C), expressed exclusively in *Meis1*-GFP^+^ EC (Fig. 4B).

**Fig. 5:**
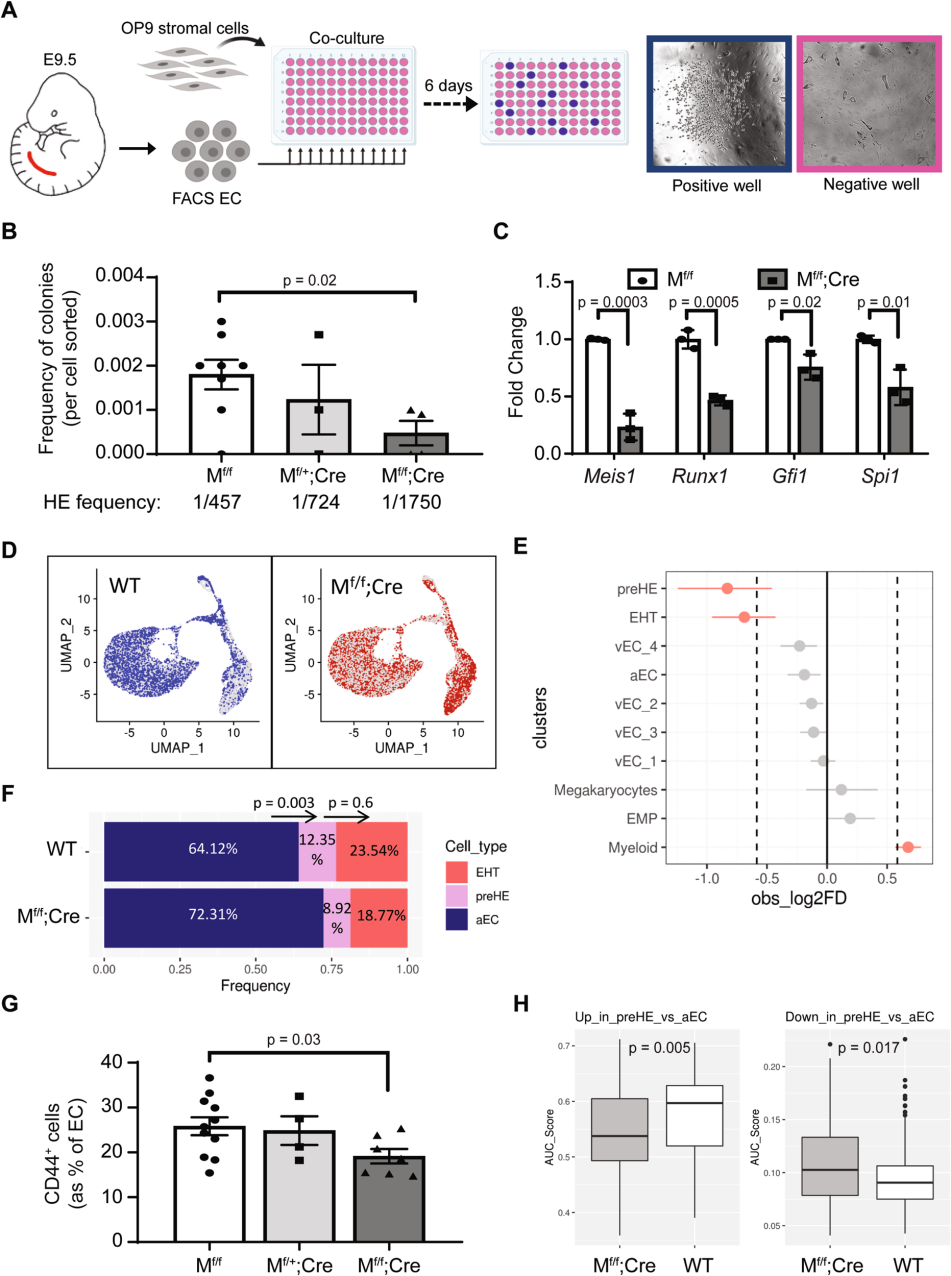
Deletion of endothelial *Meis1* affects pre-HE formation and decreases hemogenic potential of the dorsal aorta. **A** Schematic representation of the ex vivo co-culture assay used to quantify the frequency of HE cells (created with BioRender.com) and **B** frequency of functional HE cells in E9.5 AGM (*n* = 8 M^f/f^, 3 M^f/+^;Cre, 4 M^f/f^;Cre). Each dot in **B** represents the outcome of 1 embryo and the average frequency of HE cells was approximated using the Extreme Limiting Dilution Assay (ELDA) software^48^. **C** mRNA expression of selected EHT-related genes in FACS-isolated viable EC (CD31^+^CD41^−^CD45^−^) from E10.5 AGM. Quantification was performed by ddPCR and normalized to Gapdh (*n* = 3 independent replicates per genotype). In **B** and **C**, data are presented as mean ± SEM and *p*-values were calculated using a two-sided *t*-test comparing two groups. **D** Representation of WT (blue) and M^f/f^;Cre (red) cells in UMAP space based on unsupervised clustering. Cells from the opposite genotype are represented in gray. **E** Analysis of the difference between the proportion of WT and M^f/f^;Cre cells found in each cluster of the CITE-seq data, using scProportionTest package (permutation test; *n* = 1000). The populations were considered over-/under-represented at a cutoff fold-difference > |1.5| (log2FD > |0.58|; dotted line) and significant based on FDR < 0.05 (red dots). Data are presented as mean ±95% confidence interval (*n* = 8423 WT cells from five independent samples and *n* = 6745 M^f/f^;Cre cells from three independent samples). **F** Relative proportions of aEC, pre-HE, and EHT cells in WT and M^f/f^;Cre samples. A two-proportion Z-test (two-sided) was performed comparing the cell ratio in adjacent clusters to assess the difference between genotypes in cells transitioning from aEC to pre-HE and pre-HE to EHT (*p*-values are displayed above the bars). **G** Quantification of CD44^+^ pre-HE cells in E9.5 AGM by flow cytometry (*n* = 11 WT, 4 M^f/+^;Cre, and 7 M^f/f^;Cre). Data are presented as mean ± SEM and each data point represents a different embryo (*p*-value based on two-sided *t*-test). **H** Gene expression scores for pre-HE gene signatures (up (left panel) or down (right panel)) in individual pre-HE cells from WT and M^f/f^;Cre samples, calculated using AUCell. Box-plots display the median (center line), the 25th and 75th percentiles (box limits), and ±1.5*interquartile range (whiskers). *n* = 171 WT cells from five independent samples and *n* = 77 M^f/f^;Cre cells from three independent samples. *P*-values were calculated using two-sided t-test. Source data are provided as a Source Data file.

To better characterize the origin of the defect at the single cell level, CITE-seq was performed on E10.5 M^f/f^;Cre embryos to compare the different subpopulations to their WT counterpart. A total of 6745 M^f/f^;Cre cells and 8423 WT cells (Supplementary Table 2) were integrated and visualized by dimensional reduction of transcriptomes on UMAP plots (Fig. 5D). Significant differences in sample distribution were observed with M^f/f^;Cre cells being significantly under-represented in both the pre-HE and EHT subsets (Fig. 5E and Supplementary Table 2). Focusing on the subpopulations of interest confirmed that the proportion of pre-HE and EHT cells were significantly reduced compared to aEC in M^f/f^;Cre samples (Fig. 5F). Interestingly, the relative proportion of pre-HE progressing to EHT cells was not significantly different from what was observed in WT samples (Fig. 5F). Therefore, the reduction observed in the number of cells undergoing EHT resulted from the initial early decrease in the pre-HE population, with a concomitant increase in aEC, and not a blockade in the pre-HE to EHT transition per se. Consistent with the observation of a defect in the generation of pre-HE, M^f/f^;Cre embryos showed a reduction in the proportion of EC that expressed CD44 at E9.5 (Fig. 5G), corroborating the findings that *Meis1* contributes to the specification of early pre-HE cells.

Interestingly, while some pre-HE cells are formed in the absence of *Meis1*, they appeared to be less transdifferentiated. We used the gene signatures of aEC and pre-HE populations, based on differential analysis between these two clusters in WT cells (Fig. 2A), to compute an expression score for each WT and M^f/f^;Cre cell contained in the pre-HE cluster. Overall, WT pre-HE cells had higher expression of genes upregulated in pre-HE vs aEC whereas M^f/f^;Cre cells scored higher for genes that would be expected to be downregulated in that cluster (Fig. 5H). Therefore, *Meis1* plays a critical role in the acquisition of a pre-HE transcriptional program in cells that would otherwise become aEC.

### Aberrant pre-HE formation impairs the emergence of pre-HSPCs

Consequent to the loss of *Meis1* expression, the reduced hemogenic potential of M^f/f^;Cre EC from the dorsal aorta impaired the emergence of pre-HSPC. Flow cytometry showed a lower number of immunophenotypic CD31^+^CD41^low^CD45^−^ pre-HSPC in the AGM of M^f/f^;Cre embryos both as a proportion of EC and by absolute cell counts at E10.5 (Fig. 6A, B). Similarly, fewer immunophenotypic pre-HSPC were detected in E9.5 M^f/f^;Cre AGM compared to WT littermates (Fig. 6C). While the number of WT pre-HSPC strongly increased between E9.5 and E10.5, the fold reduction observed in M^f/f^;Cre embryos compared to WT was maintained over the two time points (2.23-fold vs 2.37-fold reduction at E9.5 and E10.5, respectively). The EHT defect thus originates early in development and is maintained and propagated over the developmental process. As the defect is not amplified over time, this suggests that Meis1 is essential for early pre-HE specification, but not for promoting hematopoietic transdifferentiation to early pre-HSPC.

**Fig. 6:**
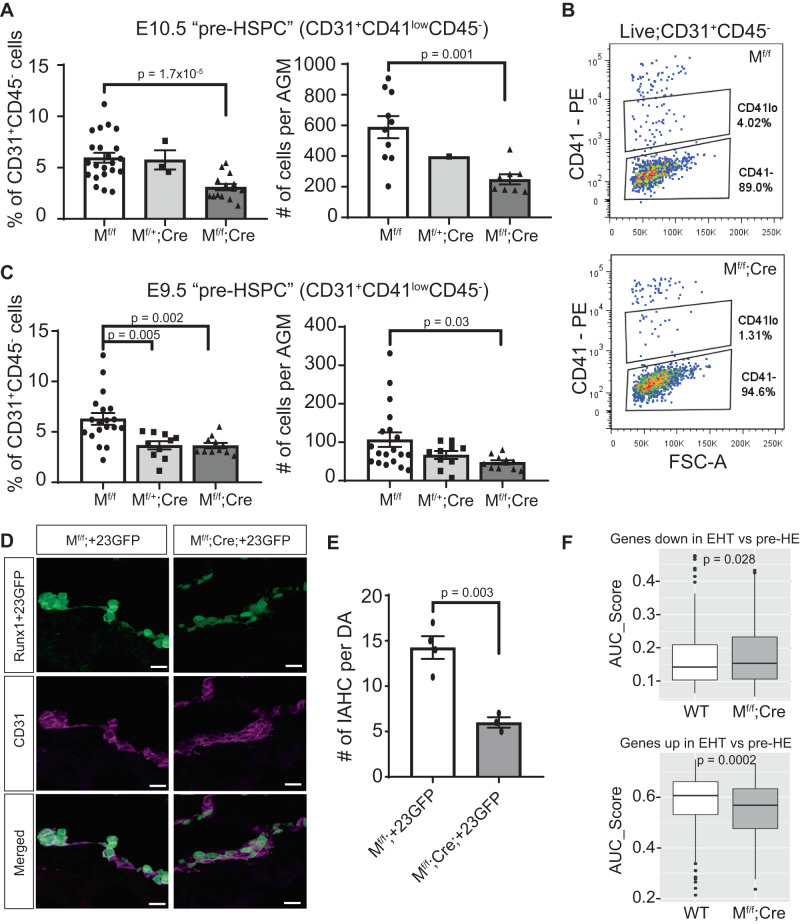
Early defect in pre-HE significantly impairs the emergence of pre-HSPC. **A**, **C** Quantification of viable immunophenotypic pre-HSPC (CD31^+^CD41^low^CD45^−^) by flow cytometry in (**A**) E10.5 embryos (*n* = 22 M^f/f^, 3 M^f/+^;Cre, and 15 M^f/f^;Cre) and (**C**) E9.5 (*n* = 19 M^f/f^, 10 M^f/+^;Cre, and 11 M^f/f^;Cre). In **A**, counting beads were used only on a subset of samples (right panel, *n* = 10 M^f/f^, 1 M^f/+^;Cre, and 8 M^f/f^;Cre). Data are presented as mean ± SEM and each data point represents a different embryo. **B** Representative flow cytometry scatterplots of CD41 expression on CD31^+^CD45^−^ cells at E10.5. **D** Immunostaining of E10.5 IAHC based on GFP (green) and CD31 (purple) expression in *Runx1*+23GFP embryos expressing *Meis1* (M^f/f^;+23GFP) and littermates lacking endothelial expression of *Meis1* (M^f/f^;Cre;+23GFP). Scale bar = 20 µm. **E** Quantification of large IAHC (>4 cells) per dorsal aorta (*n* = 4 M^f/f^;+23GFP and 3 M^f/f^;Cre;+23GFP embryos). Data are presented as mean ± SEM. **F** Gene expression scores for EHT gene signatures (downregulated (upper panel) or upregulated (lower panel)) in individual EHT cells from WT and M^f/f^;Cre samples in the CITE-seq dataset, calculated using AUCell. Box-plots display the median (center line), the 25th and 75th percentiles (box limits), and ±1.5*interquartile range (whiskers). *n* = 326 WT cells from five independent samples and *n* = 162 M^f/f^;Cre cells from three independent samples. All *p*-values in this figure were calculated using a two-sided t-test comparison between two groups. Source data are provided as a Source Data file.

To further confirm that the lack of pre-HE cells in the absence of *Meis1* expression reduces EHT in vivo, we backcrossed the *Meis1* conditional-knockout mice with the *Runx1*+23GFP reporter mouse to generate transgenic embryos that expressed GFP under the spatiotemporal control of the *Runx1*+23-enhancer, thus marking all emerging functional pre-HSPC^9^, and lacking EC expression of *Meis1* (Meis1^flox/flox^;VEC-cre;+23GFP, abbreviated M^f/f^;Cre;+23GFP). Not every litter produced these triple-transgenic embryos therefore, embryos were collected to examine IAHC by immunostaining cross-sections of the dorsal aorta using the +23GFP as a marker. Some +23GFP cells were detected in both WT (M^f/f^;+23GFP or M^f/+^;+23GFP) and M^f/f^;Cre;+23GFP dorsal aortas. However, the number of large IAHC ( > 4 cells per cluster) was significantly reduced in M^f/f^;Cre;+23GFP dorsal aortas (Fig. 6D, E). Most +23GFP cells remained flat and embedded in the vascular wall of the dorsal aorta as opposed to bulging into the vascular lumen as observed in WT counterparts (Fig. 6D). Lack of *Meis1* prevented pre-HE specification and *Meis1*-null cells appeared unable to undergo EHT despite expression of the *Runx1*+23GFP transgene. As with pre-HSPC numbers quantified by flow cytometry, IAHC formation in *Meis1*-deficient embryos was reduced by 2.38-fold secondary to the defect in specification of vascular EC to pre-HE. Even though some IAHC formed, these M^f/f^;Cre EHT cells were more immature than their WT counterpart based on single-cell gene expression signatures (Fig. 6F).

### *Meis1* induces a pre-HE transcriptional state in adult EC

The ability of *Meis1* to prime EC towards a hemogenic transcriptional program was assessed by introducing *Meis1* via lentiviral transduction into aortic EC from adult C57BL/6 mice, followed by isolation of transduced cells that co-expressed CD31 and VEC to ensure that the cells maintained an EC phenotype 72 h post-transduction (Fig. 7A). 

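RNA-seq of this experiment covered 6 libraries of aortic EC, 3 from cells transduced with the Meis1-OE vector and 3 from cells transduced with the YFP-CTRL vector, with 3 independent replicates per condition. Primary EC were plated at 100000 cells per well, transduced at an MOI of 20 for 48 h, sorted at 72 h as YFP+CD31+VEC+ cells, re-plated, expanded to confluency and harvested. Between 300 and 400 ng of total RNA from 300000 cells was used for ribodepleted libraries. The authors deposited estimated read counts per gene, without normalization, for 54429 genes listed by symbol. Between 7767 and 8411 genes per library had a count that was not a whole number, and counts were rounded to whole numbers. The paper's text does not name the aligner, the genome build or the annotation of this experiment, so no coordinates are given and the counting is not stated to use strand. Libraries are referred to by the letter they carry in the deposited table. The total count was 41433451, 44014321 and 45538926 in Meis1-OE libraries A, B and C, and 34176642, 44582588 and 47956605 in YFP-CTRL libraries A, B and C. The 16065 genes kept by edgeR's filter on low counts were compared between the conditions with edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment.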

An increase in surface expression of CD44 was detectable in *Meis1*-overexpressing cells (Meis1-OE) (Fig. 7B), compatible with the temporal upregulation of CD44 observed between E9.5 and E10.5 GFP^+^ EC in vivo (Fig. 3I, J), and places *Meis1* as a regulator upstream of CD44.

**Fig. 7:**
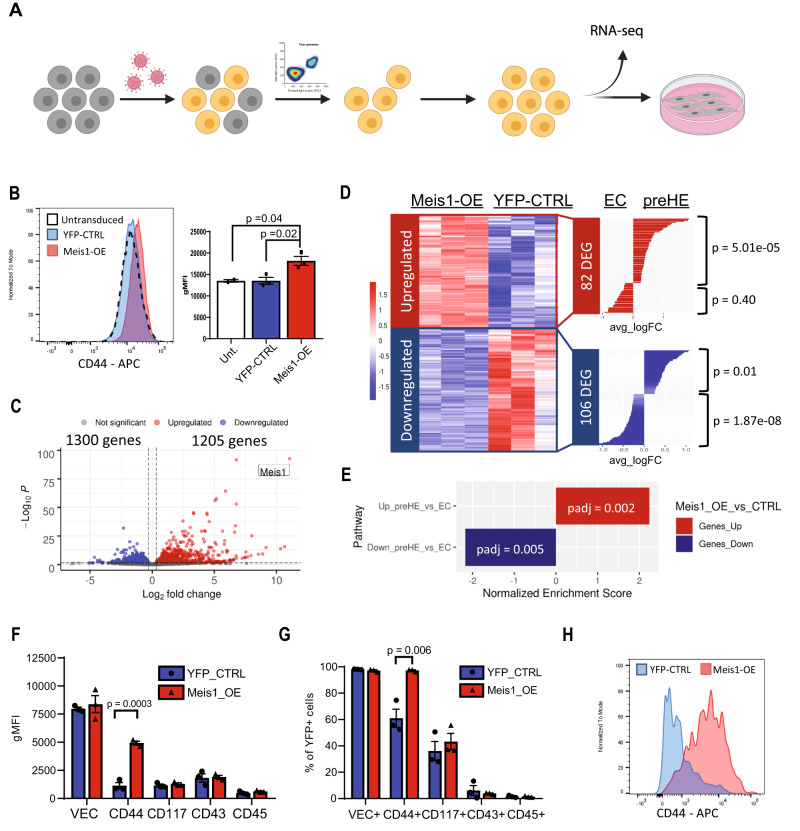
Meis1 expression in EC triggers transcriptional changes akin to pre-HE cells. **A** Schematic of the workflow used to investigate the effect of Meis1 overexpression in EC (created with BioRender.com). **B** Mean fluorescence intensity (MFI) of CD44 immunostaining 72 h post-transduction. Transduced EC were selected (VEC^+^CD31^+^YFP^+^) for the experiments (*n* = 2 parental untransduced CTRL, 3 YFP-CTRL, and 3 Meis1-OE). Bar plot on the right shows the mean ± SEM (*p*-values based on two-sided *t*-test). **C** Volcano plot showing DEG in Meis1-OE EC compared to YFP-CTRL EC by RNA-sequencing (*p*-values based on Wald test with Benjamini–Hochberg correction). **D** Heatmap depicting all genes up-/down-regulated in Meis1-OE EC in common with DEG in the CITE-seq analysis of aEC vs pre-HE cells. Hypergeometric test (one-tailed) was performed to determine whether the overlap was greater than expected from random sampling. **E** GSEA analysis quantifying enrichment of custom pre-HE genesets (based on CITE-seq expression) in Meis1-OE EC (p-values adjusted with Benjamini-Hochberg correction). **F**–**H** Transduced cells with Meis1-OE or YFP-CTRL vector were co-cultured on OP9 cells for 6 days followed by immunophenotyping. **F** gMFI values for the expression of surface markers relevant to EHT subpopulations and (**G**) percentage of cells expressing each marker. Data are presented as mean ± SEM and each data point depicts the average of technical duplicates (*n* = 3 independent biological samples for each group). *P*-values were calculated using a two-sided *t*-test. **H** Histogram plot of CD44 expression by flow cytometry after OP9 co-culture. Source data are provided as a Source Data file.

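Meis1 was counted 135325 times in Meis1-OE library A, 157828 times in B and 149221 times in C, against 39, 58 and 85 times in YFP-CTRL libraries A, B and C. Its mean was 3220 ± 258 TMM-normalized CPM in Meis1-OE EC (SD, n = 3) and 1.48 ± 0.365 CPM in YFP-CTRL EC (SD, n = 3). The log2 fold change was 11.07 (standard error 0.26, adjusted p = 6.92e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it lay between 10.75 and 11.27 under every alternative tried. Reads from the vector and from the endogenous gene were not separated in the deposited counts.
Of the 16065 genes tested, 665 were higher and 438 were lower in Meis1-OE EC at an adjusted p under 0.05, and 4205 had an unadjusted p under 0.05. Leaving out single libraries moved these counts most. Without Meis1-OE library B, 115 genes were higher and 16 were lower, and without YFP-CTRL library C, 2717 were higher and 2498 were lower. All 3 Meis1-OE libraries lay on one side of all 3 YFP-CTRL libraries for 5324 genes (33.1% of those tested), where chance gives 10%.
Among genes past the threshold with a mean of at least 5 CPM over the 6 libraries and no overlap between the conditions, the largest rises after Meis1 were those of Itga8, Esr1, Mal and Plcb2, with log2 fold changes of 7.97, 7.62, 6.78 and 6.76. Their adjusted p-values from edgeR's quasi-likelihood test were 0.00423, 0.00307, 0.000857 and 0.000802. Counts of Itga8 were 286, 956 and 1132 in Meis1-OE EC and at most 5 in any YFP-CTRL library. The largest falls were those of Mmp3, Dhrs9, Gm49339, Ptgfr and Lilrb4a, with log2 fold changes of -4.63, -3.19, -2.99, -2.74 and -2.69 and adjusted p-values of 0.0165, 0.0463, 0.00356, 0.0467 and 0.00153 from the same test. Lilrb4a belongs to a multigene family and Gm49339 is a predicted gene, and reads could have been shared with related genes, so their values are uncertain. Without any one Meis1-OE library or without YFP-CTRL library B, Mmp3, Dhrs9 and Ptgfr no longer passed the threshold (adjusted p up to 0.0984, 0.188 and 0.208 over the libraries left out). Dhrs9 also did not pass without YFP-CTRL library A (adjusted p = 0.0870 from edgeR), and with the proliferation score of each library as a covariate its log2 fold change was -1.41 with an adjusted p of 0.334. With at least 10 counts in every library, the adjusted p was 0.0512 for Dhrs9 and 0.0525 for Ptgfr, and it was 0.0529 for Ptgfr on library totals.

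**Figure D1:**
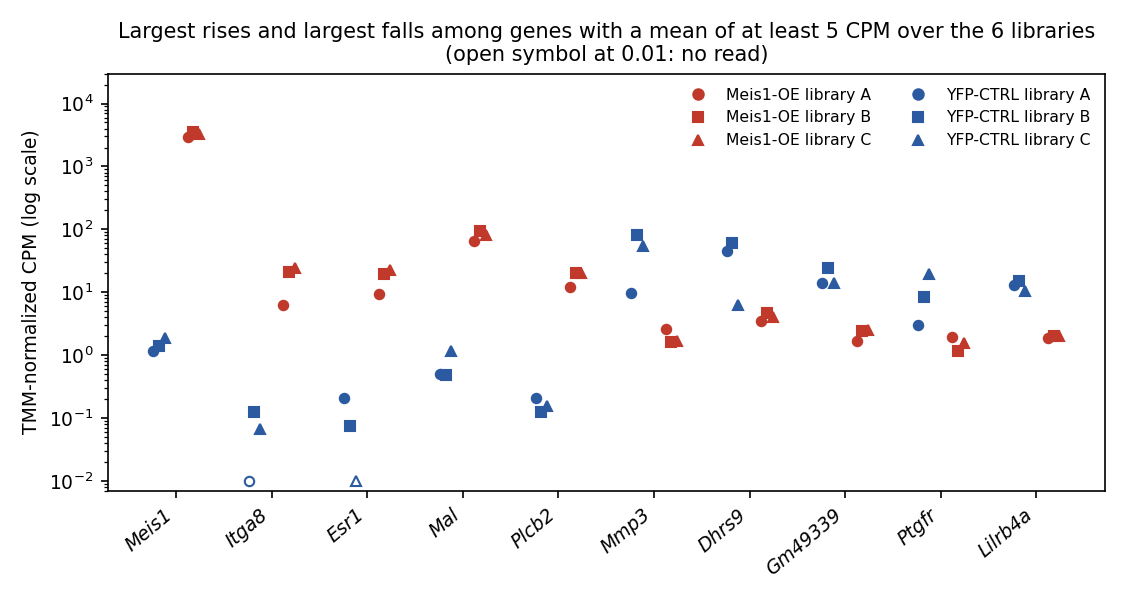
TMM-normalized CPM on a log scale for Meis1, the 4 other genes with the largest rises and the 5 with the largest falls among those past the threshold with a mean of at least 5 CPM over the 6 libraries, with 1 symbol per library (red, Meis1-OE; blue, YFP-CTRL; circle, square and triangle, libraries A, B and C). The Meis1-OE and YFP-CTRL libraries do not overlap for any of these genes, which were chosen to be so.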

RNA-seq of Meis1-OE cells showed 1205 upregulated and 1300 downregulated genes (Fig. 7C). As predicted, cells that overexpressed *Meis1* became more similar to pre-HE. 

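Transcription factors and surface markers that the paper names as higher in pre-HE than in aEC were measured one by one in these libraries. Vegfc, Foxp1, Tulp4 and Smad6, putative Meis1 targets that the study also took as higher in pre-HE, were kept on a separate list. Of the 11 transcription factors and 2 surface markers, Bcl11a had at most 1 count in any library and was not tested. Among the 12 others, 4 had a positive and 8 a negative log2 fold change in Meis1-OE EC. The positive values included 0.63 for Ikzf2, 0.47 for Cd44 and 0.45 for Hhex, with adjusted p-values of 0.0684, 0.204 and 0.455 from edgeR's quasi-likelihood test. Ikzf2 and Cd44 were higher in every Meis1-OE library than in every YFP-CTRL library. The most negative values were those of Procr (-1.32, standard error 0.29, adjusted p = 0.0416), Hmga2 (-0.79, standard error 0.14, adjusted p = 0.0206) and Zfp608 (-0.60, standard error 0.13, adjusted p = 0.0403), each lower in all 3 Meis1-OE libraries than in all 3 YFP-CTRL libraries by the same test. None of these 3 passed without any one Meis1-OE library or without YFP-CTRL library B (adjusted p up to 0.191 for Procr, 0.133 for Hmga2 and 0.212 for Zfp608). With the proliferation score of each library as a covariate, the adjusted p was 0.0327 for Procr, 0.0572 for Hmga2 and 0.0892 for Zfp608. On library totals, Zfp608 did not pass (adjusted p = 0.104 from edgeR), and Ikzf2 passed upward (0.0388). Procr and Hmga2 still passed downward there (0.0485 and 0.0337). Gata2 fell by 0.46 on the log2 scale with an adjusted p of 0.0647 (0.0366 from DESeq2).
Cd44 was at 227 ± 15.6 CPM in Meis1-OE EC (SD, n = 3) and at 114, 169 and 208 CPM in YFP-CTRL libraries A, B and C. Without YFP-CTRL library C, the Cd44 log2 fold change was 0.67 with an adjusted p of 0.0345 from edgeR. It was 0.26 without YFP-CTRL library A, and 0.07 with the covariate (adjusted p = 0.813 from edgeR). These are RNA values from cells re-plated and expanded to confluency. The paper's rise in CD44 is of surface protein, at 72 h and after OP9 co-culture, so the values do not test it. Hhex was at 0.96 without YFP-CTRL library C (adjusted p = 0.0122 from edgeR), 0.15 without YFP-CTRL library A and -0.21 with the covariate. Lyl1 was at 0.04 without YFP-CTRL library C and at -1.004 without YFP-CTRL library A (adjusted p = 0.0399 from edgeR), and at -1.57 with the covariate (adjusted p = 0.0347 from edgeR).

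**Figure D2:**
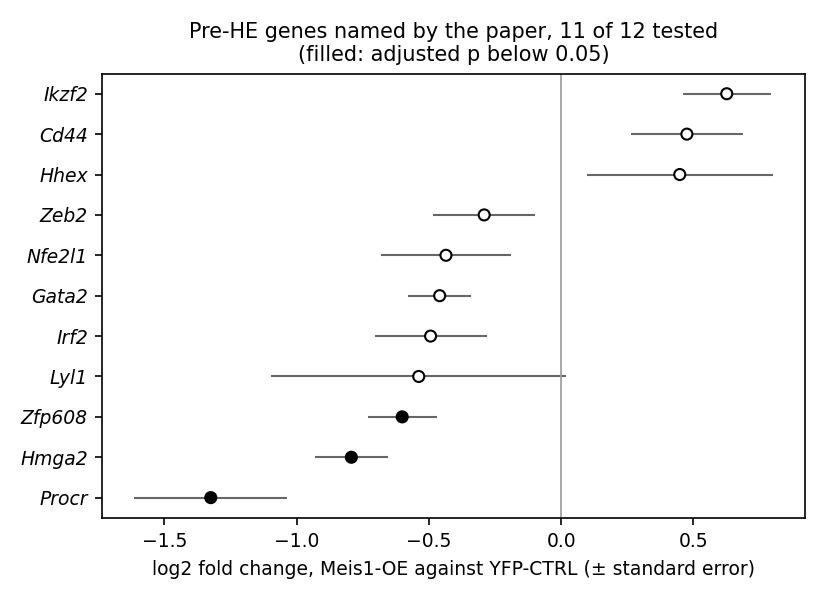
Log2 fold change in Meis1-OE EC against YFP-CTRL EC for 11 of the 12 tested transcription factors and surface markers that the paper names as higher in pre-HE. Bars are standard errors, and filled points have an adjusted p under 0.05. Values run from -1.32 for Procr to 0.63 for Ikzf2, and the 3 filled points are on the negative side.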

Significant overlap was observed between genes upregulated following Meis1-overexpression and genes enriched in pre-HE cells compared to aEC (Fig. 7D). Specifically, 56 of the 425 pre-HE-enriched genes were found upregulated in Meis1-OE EC, which was significantly more than expected by random sampling (*p* = 5.01e-05, Fig. 7D). 

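The full set of pre-HE-enriched genes was not analysed here. The 12 tested transcription factors and surface markers that the paper names cannot represent it or its overlap. They leave out Vegfc, Foxp1, Tulp4 and Smad6, which the study also took as higher in pre-HE but chose partly on these libraries. Vegfc and Foxp1 were past the threshold upward (adjusted p = 0.0055 and 0.0179 from edgeR), and Tulp4 and Smad6 were not (0.0636 and 0.183). At an adjusted p under 0.05 over all genes tested, 0 of the 12 were higher and 3 were lower in Meis1-OE EC. At an unadjusted p under 0.05, 2 were higher and 4 were lower (Gata2, Zfp608, Hmga2 and Procr). The same 2 and 4 genes passed when adjusted over the list alone. With DESeq2 in place of edgeR, 1 of the 12 was higher (Ikzf2, adjusted p = 0.0295 from DESeq2) and 4 were lower. Without YFP-CTRL library C, Ikzf2, Hhex and Cd44 passed upward (adjusted p = 0.0340, 0.0122 and 0.0345 from edgeR). In the same fit Gata2, Zeb2, Irf2 and Nfe2l1 passed downward (0.0289, 0.0103, 0.0413 and 0.0147), as did Zfp608, Hmga2 and Procr.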

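Without the full set, only a short list could be tested as a group. A list of 12 genes that includes Lyl1, Gata2, Zfp608, Ikzf2, Zeb2, Hmga2, Irf2, Nfe2l1, Hhex, Cd44 and Procr was compared with all other tested genes by limma's camera with a preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over 8 lists. The list had a median log2 fold change of -0.45 in Meis1-OE EC, and the test gave an adjusted p of 0.213 in the direction of lower expression. Its adjusted p was 0.651 with the correlation estimated from the data and 0.219 with the rotation test fry. Leaving out YFP-CTRL library A gave an adjusted p of 0.0177, also toward lower expression.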

Gene set enrichment analysis performed using custom genesets that included all the DEGs between aEC and pre-HE confirmed that Meis1-OE EC were significantly enriched in genes upregulated in pre-HE vs aEC (Fig. 7E). In addition, genes downregulated upon Meis1-OE were enriched in genes downregulated in pre-HE vs aEC (Fig. 7E). Therefore, expression of Meis1 alone in non-hematopoietic adult EC was able to trigger transcriptional changes reminiscent of the expression pattern that we observed in embryonic pre-HE, demonstrating a clear role for *Meis1* in inducing a cellular program that is a prerequisite for reaching hemogenic competency.

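The paper names 4 genes as lower in pre-HE than in aEC. Foxq1 and Nkd1 had at most 1 count in any library, which is within the floor of 3 counts, and were not tested. Nr2f2 was at 150 ± 13.6 CPM in Meis1-OE EC and 163 ± 33.0 CPM in YFP-CTRL EC (SD, n = 3 each), a log2 fold change of -0.12 with an adjusted p of 0.679 from edgeR's quasi-likelihood test. On library totals without TMM factors it was 0.01. Nrp2 was at 542 ± 82.6 CPM against 418 ± 82.7 CPM, a log2 fold change of 0.37 with an adjusted p of 0.246 from the same test. Neither gene separated the conditions, and camera gave an adjusted p of 0.759 for the pair. At an unadjusted p under 0.05, as at the adjusted threshold and adjusted over the list alone, 0 of the 2 genes passed.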

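Of a short list of 9 genes of HE and of hematopoietic cells, the 5 tested did not rise past the threshold in Meis1-OE EC. The list does not stand for all genes of these cells. Runx1 was counted in every library, at 62.0 ± 0.111 CPM in Meis1-OE EC (SD, n = 3) and at 106, 102 and 52.2 CPM in YFP-CTRL libraries A, B and C. Its log2 fold change of -0.49 had an adjusted p of 0.271 from edgeR's quasi-likelihood test, and without YFP-CTRL library C it was -0.76 with an adjusted p of 0.00125. With the proliferation score as a covariate it was 0.11 with an adjusted p of 0.8002. Gfi1 and Kit had log2 fold changes of -1.33 and -1.04, with adjusted p-values of 0.143 and 0.121 from edgeR, and of 0.0372 and 0.0357 from DESeq2. Gfi1 also passed without YFP-CTRL library C (adjusted p = 0.00140 from edgeR), and Kit without YFP-CTRL library A (0.0495) and with the covariate (0.0126). Spn, at 0.98 without the covariate, was at -0.19 with it. Gfi1b, Spi1 and Ptprc had at most 4 counts in any library and Cd27 at most 14, and they were not tested. Counts of Cd27 were 6, 11 and 14 in Meis1-OE libraries A, B and C, and 0, 3 and 1 in YFP-CTRL libraries A, B and C. Of the 5 tested genes of this list, which also holds Spn (0.98, adjusted p = 0.421 from edgeR) and Itga2b (-0.14, adjusted p = 0.839 from edgeR), 0 passed the adjusted threshold, 0 passed when adjusted over the list alone, and 2 passed at an unadjusted p under 0.05.
The sorting markers stayed high. Pecam1, which encodes CD31, was at 910 ± 100.4 CPM in Meis1-OE EC and 984 ± 199 CPM in YFP-CTRL EC (SD, n = 3 each). Cdh5, which encodes VEC, was at 1316 ± 135 CPM and 2143 ± 436 CPM, a log2 fold change of -0.70 with an adjusted p of 0.0535 from edgeR's quasi-likelihood test 0.00950 from DESeq2 and 0.00904 from edgeR without YFP-CTRL library C. It was lower in all 3 Meis1-OE libraries than in all 3 YFP-CTRL libraries. Eng had a log2 fold change of 0.11, -0.12 without YFP-CTRL library A and -0.38 with the covariate. Of these 3 endothelial genes, 0 passed the adjusted threshold, and 1 (Cdh5) passed at an unadjusted p under 0.05 and when adjusted over the list alone. From the genes that changed in Meis1-OE EC and their overlap with the genes of pre-HE (Fig. 7C–E), the paper concludes that Meis1 alone in non-hematopoietic adult EC triggers changes like those of embryonic pre-HE.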

While a clear pre-HE transcriptional program was detected in *Meis1*-expressing EC, adult EC that overexpressed *Meis1* failed to form hematopoietic cells in vitro under the permissive OP9 co-culture conditions. After 6 days of co-culture, most cells retained VEC expression and no change in relative expression of the surface markers CD117, CD43, or CD45 could be detected when compared to YFP-CTRL cells (Fig. 7F, G and Supplementary Fig. 10). Nonetheless, the upregulation of CD44 previously observed after 72 h (Fig. 7B) was even more pronounced after an additional 6 days of co-culture in the presence of cytokines (Fig. 7F–H and Supplementary Fig. 10), further validating the positive regulation of CD44 by Meis1. While Meis1 pushes EC towards the pre-HE state, it appears to be insufficient to drive cells all the way through EHT, at least in the culture conditions used in this system. Meis1 induces a pre-HE-like program in EC, but it likely requires additional transcriptional support to facilitate EHT. Indeed, this finding provides a corollary to the results in Fig. 5, which suggest that Meis1 is not required for the initiation of EHT once a pre-HE state is achieved. Taken together, our findings imply that the main function of *Meis1* in early blood development appears to coax aEC into the pre-HE state, and that it is neither necessary nor sufficient to further promote EHT in committed HE cells.

## Discussion

The formation of HSPC requires a specialized endothelium with the potential to undergo EHT. Defining the characteristics of these EC capable of progressing to an HE fate is required to improve the in vitro generation of blood cells from alternative sources such as iPSC or even adult endothelium^34,35^. As a precursor for the generation of HE and EHT, the recently identified pre-HE population^18^ requires better characterization. Using a single-cell sequencing approach to dissect the heterogeneity within the endothelium, our data corroborates the existence of a pre-HE cell population that is distinct from both aEC and traditionally defined HE cells. As such, the traditional reporters used to enrich for HE cells^9,11,36^ are activated after this pre-HE subset has differentiated, thus making these cells largely uncharacterized. The use of oligo-conjugated antibodies in our CITE-seq experiment defined these pre-HE cells as CD31^+^CD44^+^CD117^−^CD41^−^CD45^−^, consistent with their endothelial phenotype and in agreement with the recent proposition that CD44^low^CD117^−^ mark VEC^+^ EC with EHT potential^16^. Here, we identify *Meis1* as a critical regulator of pre-HE cell specification, acting upstream of key hemogenic-associated genes including *Runx1* and the surface marker CD44.

Importantly, GFP-positive cells in a *Meis1*-GFP reporter mouse^32^ label and isolate the EC population enriched for pre-HE and HE cells. Using the *Meis1*-GFP reporter mouse and *Runx1* expression, we show that Meis1^+^ pre-HE cells reside adjacent to emerging Runx1^+^ cells and IAHC (Fig. 4E). Consistent with the notion that polyclonal IAHC are formed via recruitment of adjacent cells^37^, the localization of Meis1^+^ pre-HE further supports their contribution to IAHC emergence. Combined with a *Runx1* reporter or the published *Gfi1*^+/tomato^ mouse^13^, this *Meis1*-GFP mouse could provide a much needed genetic tool to distinguish or track the populations of aEC, pre-HE, and HE cells in future studies. Alternatively, we also identified two surface markers, CD200 and Notch4, that could be used in combination with current markers such as CD31, CD44, and CD41 to potentially isolate pre-HE from HE cells. However, further functional validation will need to be performed on these subpopulations.

Conditional *Meis1*-knockout mice reveal that *Meis1* expression in VEC-expressing EC is required to directly govern the fate of these EC in vivo in the mouse embryo. Indeed, the population of pre-HE is significantly reduced in the absence of *Meis1* in VEC^+^ cells. On the other hand, enforced expression of *Meis1* alone in *Meis1*-negative adult arterial EC induced many transcriptional changes that also supports a critical requirement for *Meis1* in the transition from aEC into pre-HE. Together, our findings reveal a critical function for *Meis1* at the onset of EHT, in addition to its known roles in HSPC maintenance and hematopoiesis in general.

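In the YFP-CTRL EC, Meis1 was at 1.14 CPM of the total count in library A (95% Wilson interval 0.835 to 1.56), 1.30 in library B (1.01 to 1.68) and 1.77 in library C (1.43 to 2.19). These intervals cover counting error only. All 9 arterial genes that the paper names for its arterial score were tested in these libraries. Gja5 rose from 1.60 ± 1.248 to 82.7 ± 16.9 CPM (SD, n = 3 each), a log2 fold change of 5.66 with an adjusted p of 0.00386 from edgeR's quasi-likelihood test. Epas1 had a log2 fold change of 0.85 with an adjusted p of 0.0389 from the same test, which rose to as much as 0.178 when single libraries were left out. With Vegfc, 3 of the 9 passed the threshold upward, each in all 3 Meis1-OE libraries. Notch1, Jag1, Nrp1, Efnb2 and Dll4 had negative log2 fold changes of -0.68, -0.65, -0.45, -0.43 and -0.89 with adjusted p-values of 0.0621, 0.0652, 0.131, 0.118 and 0.226 from edgeR, and Notch4 was at 0.03. With DESeq2, Notch1 and Jag1 passed the threshold at 0.0176 and 0.0182. Dll4 was at -1.26 without YFP-CTRL library A (adjusted p = 0.0303 from edgeR) and at -1.67 with the proliferation score of each library as a covariate (adjusted p = 0.00619 from edgeR). With that covariate the adjusted p was 0.0930 for Epas1, and Notch4 was at -0.58 (adjusted p = 0.0408 from edgeR). Without YFP-CTRL library C, the adjusted p was 0.0297 for Notch1, 0.00153 for Jag1 and 0.00474 for Efnb2, and without YFP-CTRL library A it was 0.0356 for Notch1. Adjusted over the list alone, 3 were higher and 4 were lower. As a group the arterial genes gave an adjusted p of 0.465 by camera, and the 3 venous genes (Nr2f2, Nrp2 and Ephb4) gave 0.561.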

## Methods

All mouse experiments were conducted following review and approval by the UBC Animal Care Committee.

### Mice

All breeding and experiments were conducted in British Columbia Cancer Research Animal Resource Centre barrier facility. Mice were housed with a 14/10-hour light/dark cycle, with free access to food and water. Breeding and experimental rooms were maintained at an ambient temperature of 20-26 °C, and a humidity of 40–60%. *Meis1*-GFP mice (C57BL/6 background)^32^ were maintained as heterozygous and mated with WT C57BL/6. *Meis1*^fl/fl^ mice with loxP sites flanking the exon 8 were originally generated by Drs Nancy Jenkins and Neal Copeland^19,22,23^. VEC-Cre (B6;129-Tg(Cdh5-cre)1Spe/J) males were purchased from The Jackson Laboratory^33^ and crossed with *Meis1*-floxed animals twice to generate embryos with homozygous excision for experiments. The Cre allele was carried by heterozygous males to allow for consistent tracking of Cre efficiency by repeated mating of each stud. *Meis1*^fl/fl^;*Runx1*+23GFP animals were generated in-house by crossing our *Meis1*-floxed mice with *Runx1*+23mCNE-GFP mice generously provided by Dr. Motomi Osato^15^. These females were then used in timed matings with *Meis1*-VEC-Cre males. Embryos were collected at specific time points following detection of a vaginal plug (E0.5) and genotyped using genomic DNA extracted from the yolk sac by digestion with proteinase K, followed by PCR using specific primers (Supplementary Table 3). All animal protocols were approved by the Animal Care Committee of the University of British Columbia (Vancouver, Canada).

### Cell lines

OP9 cells were purchased from ATCC (cat# CRL-2749) and cultured in alpha Modified Eagle Medium (α-MEM), supplemented with 10% heat-inactivated fetal bovine serum (FBS), 2 mM glutamine, and 100 U each of penicillin and streptomycin. C57BL/6 mouse primary aortic EC were purchased from Cell Biologics (cat# C57-6052) and cultured in MCDB 131 medium supplemented with 20% FBS, 2 mM glutamine, 100 U each of penicillin and streptomycin, 100 µg/ml heparin, and 50 µg/ml ECGS.

### Flow cytometry

Dissected AGM were dissociated in PBS with 2% fetal bovine serum, 1 mg/ml collagenase II, and 1 mg/ml DNaseI. Cell were resuspended in PBS-2%FBS with DNaseI, blocked 5 min with anti-mouse CD16/32 (BD Biosciences #553142; 7 μl/ml) and stained with the following antibodies for 30 min, protected from light: Anti-Mouse CD45.2 [104] APC-eFluor® 780 (ThermoFisher #47-0454-82; 1:400 dilution) or Anti-mouse CD45 [30-F11] PE/Cy7 (BioLegend #103113; 1:400), Anti-Mouse CD31 (Pecam1) [390] BV605 (BioLegend #102427; 1:400), Anti-Mouse CD41 [MWReg30] PE (ThermoFisher #12-0411-82; 1:400), Anti-Mouse CD41 [MWReg30] FITC (BioLegend #133904; 1:400), or Anti-Mouse CD41 [MWReg30] APC/Cy7 (BioLegend #133928; 1:400), Anti-Mouse/Human CD44 APC (BioLegend, cat# 103012; 1:400), Anti-mouse Notch4 [HMN4-14] PE (ThermoFisher #12-5764-80; 1:400), Anti-mouse CD200 [OX90]PerCPe710 (ThermoFisher #46-5200-80; 1:400), Anti-mouse CD144 [VECD1] PE (BioLegend #138105; 1:400), Anti-mouse CD43 [S11] PE/cy7 (BioLegend #143209; 1:400), and Anti-mouse CD117 [2B8] BV650 (BD Biosciences #563399; 1:400). Cells were sorted on a BD FACSAria III or BD FACSAria Fusion instrument and data was analyzed using FlowJo software.

### Immunofluorescence

Embryos were fixed in 4% paraformaldehyde, washed in PBS, dehydrated in 30% sucrose, and frozen in Optimal Cutting Temperature (OCT) medium. 10μm sections were rinsed in PBS, incubated 30 min at room temperature in blocking buffer (PBS + 0.2% Triton-X + 5% chicken and/or goat serum) and incubated overnight with the following primary antibodies: anti-GFP-Alexa 488 (ThermoFisher #A-21311; 1:100 dilution), anti-CD31 (BD Biosciences #550274; 1:200), anti-Meis1/2 (Santa Cruz #sc-10599; 1:200) or anti-Runx1 [EPR3099] (Abcam #ab92336; 1:200). Samples were washed three times with PBS, incubated one hour at room temperature with fluorochrome-conjugated secondary antibodies (1:200 dilution), further washed to remove unbound antibodies, and mounted in Prolong Gold mounting reagent with DAPI (ThermoFisher #P36941). For co-staining of Runx1 and GFP, samples were incubated with anti-GFP-Alexa 488 for 1 h only after washes of the secondary antibodies. Stained slides were scanned on an Axioplan II Zeiss microscope and chosen sections were imaged on a Zeiss AxioImager M2 microscope with ZEN 3.2 software or on a Nikon A1-si confocal.

### Gene expression analysis

Total RNA was extracted using Qiagen DNA/RNA AllPrep Micro kit and cDNA made with Invitrogen SuperScript II or Maxima H Minus reverse transcriptase. ddPCR was performed on a BioRad QX200 instrument using EvaGreen supermix (BioRad). Primers are listed in Supplementary Table 3.

### OP9 ex vivo assay

OP9 cells were plated in a four-well culture chamber slide (50,000 cells/well) or 96-well plate (5,000 cells/well) 24 h prior to the experiment. Cells from dissected AGM were directly sorted into each well and incubated for 5 (E10.5) or 6 (E9.5) days in media supplemented with SCF (100 ng/ml), IL-3 (200 U/ml), G-CSF (100 ng/ml), Epo (2 U/ml), bFGF (1 ng/ml), and β-mercaptoethanol (50 μM). After 5 days of culture in chamber slide, cells were washed with PBS and stained with anti-mouse CD45 [30-F11] antibody (BD Biosciences #550539; 1:200 dilution). For quantification of HE cells, AGM-derived EC were plated at the limiting dilution of 100 cells per well, a number that permits either one colony or no colonies to form in each well.

### Meis1-OE experiment

In all, 100,000 primary EC were plated per well of a six-well plate precoated with Gelatin-Based Coating Solution (Cell Biologics) 24 h prior transduction with Meis1-OE vector or YFP-CTRL (at an MOI of 20). Transduction was stopped after 48 h by complete media change and cells were FACS at 72 h to select for incorporation of the vector. Transduced EC (YFP^+^CD31^+^VEC^+^) were re-plated in a 6-well plate, expanded to confluency, and harvested. Total RNA was extracted from 300,000 cells using TRIzol reagent (Invitrogen) and between 300 and 400 ng of RNA was sent for ribodepleted RNA-seq at Canada’s Michael Smith Genome Sciences Centre (Vancouver, Canada). Three independent replicates were performed for each condition. 

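Spread between the 3 replicates differed by condition. Over the tested genes, Pearson correlations of log2 CPM, which are across genes and not across independent replicates, were 0.994 to 0.998 between Meis1-OE libraries. Between YFP-CTRL libraries they were 0.987 for A and B, 0.982 for B and C, and 0.967 for A and C. YFP-CTRL library C correlated with the Meis1-OE libraries at 0.983 to 0.986. In a principal component analysis, the first component held 67.8% of the variance and placed YFP-CTRL libraries A, B and C at 56.3, 38.0 and -2.81, and Meis1-OE libraries A, B and C at -25.5, -32.5 and -33.4. Mki67 was at 63.8, 205 and 589 CPM in YFP-CTRL libraries A, B and C, and at 672, 660 and 628 CPM in Meis1-OE libraries A, B and C. For a list of 15 genes of S and G2/M phase, the mean log2(CPM + 1) was 4.08, 5.16 and 6.40 in YFP-CTRL libraries A, B and C, and 6.39, 6.39 and 6.45 in the Meis1-OE libraries.

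**Figure D3:**
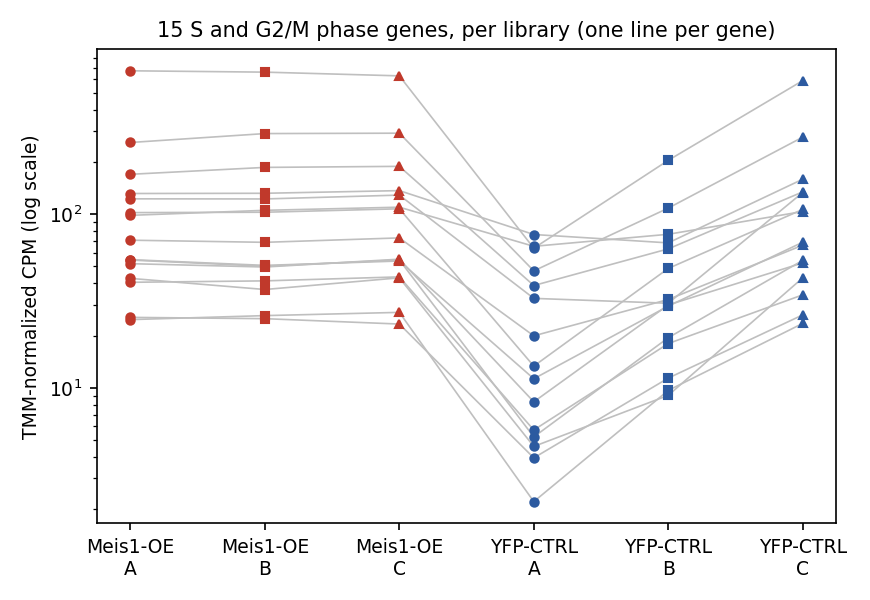
TMM-normalized CPM on a log scale for 15 genes of S and G2/M phase in each of the 6 libraries, with 1 gray line per gene. The lines are nearly level across the Meis1-OE libraries (red) and rise from YFP-CTRL library A to library C (blue).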

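With the DESeq2 Wald test, Benjamini-Hochberg adjustment and default independent filtering, the same counts gave 1128 genes higher and 1115 genes lower in Meis1-OE EC at an adjusted p under 0.05. These included 657 of the higher genes and 438 of the lower genes called by edgeR's quasi-likelihood test. At an unadjusted p under 0.05, DESeq2 gave 2241 higher and 2270 lower genes. On simulated counts with 200 changed genes, edgeR made 139 calls of which 3 were false, and DESeq2 made 152 calls of which 22 were false. The simulation used edgeR's own dispersion trend, with equal spread in both conditions and no factor shared between genes. The real YFP-CTRL libraries spread more than the Meis1-OE libraries, so these shares do not carry over to the real calls of either program.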

Differential gene expression analysis was performed using DESeq2^38^ in R.

### CITE-seq

Embryos were dissected at E10.5 and AGM were processed for flow cytometry. Cells were stained with CD31-BV605 and the following CITE-seq antibodies at a final concentration of 0.2 μg/100 µL: TotalSeq™-A0012 anti-mouse CD117 (BioLegend #105843), TotalSeq™-A0443 anti-mouse CD41 (BioLegend #133937), TotalSeq™-A0110 anti-mouse CD43 (BioLegend #143211), TotalSeq™-A0157 anti-mouse CD45.2 (BioLegend #109853), TotalSeq™-A0191 anti-mouse/rat/human CD27 (BioLegend #124235), and TotalSeq™-A0073 anti-mouse/human CD44 (BioLegend #103045). Cells from 2 to 5 embryos were pooled for any given samples and CITE-seq was performed by the Biomedical Research Centre sequencing core at the University of British Columbia (Vancouver, British Columbia). Briefly, libraries were prepared using the 10X Chromium Single Cell 3′ Reagent v3 chemistry kit as per the standard protocol from 10X Genomics (Pleasanton, California) and sequenced on an Illumina Nextseq instrument.

### CITE-seq analysis

CITE-seq data was analyzed in R using the Seurat package^39^. First, cells were filtered based on the number of features detected (>2000 genes) and mitochondrial content (<10%). WT and M^f/f^;Cre samples were integrated using variance stabilizing transformation method (vst) based on the top 2000 variable features. Cells were then clustered based on transcriptomic gene expression using 50 principal components and the data represented using Uniform Manifold Approximation and Projection (UMAP). Each cluster was then manually assigned to a most likely cell type based on the top genes specifically enriched in that cluster as identified by non-parametric Wilcoxon rank sum test (FindMarker function in Seurat). For DEG between clusters, genes were considered differentially expressed at adjusted *p*-value < 0.1 based on Bonferroni correction.

Downstream analyses were performed as followed. Gene ontology (GO) term analysis was performed in R using gprofiler2^40^. Selected terms were reported as significantly enriched based on hypergeometric *p*-value < 0.05 after correction for multiple testing (using the default g:SCS algorithm). Gene expression scores from gene signature were calculated for individual cells in the CITE-seq data by using the AUCell package^41^ in R. The arterial and venous scores were based on the expression of arterial (Dll4, Notch1, Notch4, Gja5, Nrp1, Jag1, Efnb2, Epas1, Vegfc) and venous (Nr2f2, Nrp2, Ephb4) genes^42^. scProportionTest (https://github.com/rpolicastro/scProportionTest)^43^ was used to identify cluster over-/under-represented in M^f/f^;Cre samples compared to WT.

### RNA-sequencing

For transcriptome analysis of HE cells, CD31^+^CD117^−^CD45^−^*Runx1*+23GFP^−^ cells were FACS-isolated from *Runx1*+23GFP transgenic embryos and compared to bulk EC FACS-isolated from WT littermates. Cells were lysed in Trizol and stored at −80 °C until library preparation and sequencing by Canada’s Michael Smith Genome Sciences Centre (GSC) Biospecimen core. Samples were amplified using the SMART cDNA Amplification kit (Clontech, Mountain View, CA). Libraries were indexed and run in one lane of an Illumina Hiseq 2000 flow cell. The reads were aligned to Mus musculus genome mm9. Following sequencing, genes with a RPKM value ≥ 0.3 were compared between the two libraries and considered differentially expressed above a cut-off of 1.5-fold change. The list was filtered for TFs and input in the online tool DiRE^28^. The candidate TFs output from DiRE was further filtered to include only genes expressed in our HE dataset at E10.5 and the resulting hierarchy was illustrated using Biotapestry^44^.

### ChIP-seq

Epcr^+^CD150^+^CD48^−^lin^−^ cells were purified by FACS from adult C57BL/6 mice as previously described^45^ and automatically deposited into viral-producer-coated 96-well plates. Cells were then transduced with Meis1-YFP and NA10HD-GFP as previously described^21^. Briefly, cells were infected by cocultivation with irradiated (4000 cGy) viral producers for NA10HD-GFP and Meis1-YFP in the presence of 5 µg/mL protamine sulfate (Sigma, Oakville, Canada) for 48 h. Cells were then flushed from the viral producers and grown for an additional 96 h in DMEM media, before being sorted by FACS for lin^−^GFP^+^Meis1-YFP^+^ transduced cells. At least 6×10^6^ cells were isolated and chromatin immunoprecipitation (ChIP) was performed using an anti-HA antibody (Abcam cat# ab9110).

To identify Meis1 binding regions, sequence reads were aligned to the genome (mm9) using Burrows-Wheeler Alignment (BWA)^46^ and peak enrichment was called using FindPeaks3. Genomic Regions Enrichment of Annotations Tool (GREAT)^47^ was used with default settings (5 kb upstream, 1 kb downstream + 1000 kb extension) to find genes associated with binding peaks in the different datasets.

### Statistical analysis

Statistical analyses were calculated using two-tailed Student’s *t* test in GraphPad Prism 7.00 for Windows (GraphPad Software, La Jolla California USA) and considered to be statistically significant at *p* < 0.05. For all bar graphs with experimental replicates, individual data points are shown and the height of the bars represents the mean ± SEM (error bars). Experiment-specific statistical details can be found in respective figure legend. For experiments with multiple replicates, each measurement was taken from an independent sample.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

The CITE-seq data, the RNA-seq data for HE cells, and the RNA-seq data for Meis1-OE cells have been deposited in the NCBI Gene Expression Omnibus under accession code GSE197244, GSE196047, and GSE197400, respectively. The ChIP-seq data have been deposited in the European Nucleotide Archive under accession code PRJEB52790. Co-expression data for the Meis1 analysis can be downloaded from the EnrichR webserver (https://maayanlab.cloud/Enrichr/). The published ChIP-seq datasets used in this study were downloaded from the original publications^30,31^ Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Meis1 establishes the pre-hemogenic endothelial state prior to Runx1 expression
**Source:** Nat Commun. 2023 Jul 27;14:4537. doi: 10.1038/s41467-023-40283-0
**Supplement:** Supplementary file 1 — Supplementary Information

# ***Meis1* establishes the prehemogenic endothelial state prior to *Runx1* expression**

**Authors:** Patrick Coulombe<sup>1,2</sup>, Grace Cole<sup>1,3</sup>, Amanda Fentiman<sup>1,4</sup>, Jeremy D K Parker<sup>1</sup>, Eric Yung<sup>5</sup>, Misha Bilenky<sup>1</sup>, Lemlem Degefe<sup>1</sup>, Patrick Lac<sup>1</sup>, Maggie YM Ling<sup>1</sup>, Derek Tam<sup>1</sup>, R Keith Humphries<sup>5, 6</sup>, Aly Karsan<sup>1,2,3,4 \*</sup>

<sup>1</sup>Michael Smith Genome Sciences Centre, BC Cancer, 675 West 10<sup>th</sup> Avenue, Vancouver, BC, Canada, V5Z 1L3, <sup>2</sup>Department of Experimental Medicine, University of British Columbia, Vancouver, BC, Canada, V6T 2B5, <sup>3</sup>Department of Pathology and Laboratory Medicine, University of British Columbia, Vancouver, BC, Canada, V6T 2B5, <sup>4</sup>Interdisciplinary Oncology Program, University of British Columbia, Vancouver, BC, Canada, V6T 2B5, <sup>5</sup>Terry Fox Laboratory, BC Cancer, 675 West 10<sup>th</sup> Avenue, Vancouver, BC, Canada, V5Z 1L3, <sup>6</sup>Department of Medical Genetics, University of British Columbia, Vancouver, BC, Canada, V6T 2B5,

BC Cancer Agency  
675 West 10<sup>th</sup> Ave  
Vancouver, BC V5Z 1L3  
Canada  

## SUPPLEMENTARY INFORMATION

**Supplementary Table 1: Cell distribution across CITE-seq cluster by genotype**

| Sample              | # of cells | Median reads per cell (RNA) | Median genes per cells (RNA) | Median ADT reads per cell | Mean ADT reads per cell |
|---------------------|------------|-----------------------------|------------------------------|---------------------------|-------------------------|
| WT_1                | 1537       | 26,572                      | 5,144                        | 220                       | 546                     |
| WT_2                | 1523       | 28,442                      | 5,153                        | 243                       | 614                     |
| WT_3                | 651        | 28,553                      | 5,118                        | 85                        | 186                     |
| WT_4                | 2598       | 27,641                      | 5,080                        | N/A                       | N/A                     |
| WT_5                | 2114       | 12,720                      | 3,421                        | 32                        | 177                     |
| Meis1-flox/VE-cre_1 | 2232       | 11,772                      | 3,373                        | 41                        | 195                     |
| Meis1-flox/VE-cre_2 | 2452       | 9,611                       | 2,995                        | 32                        | 271                     |
| Meis1-flox/VE-cre_3 | 2061       | 14,895                      | 3,683                        | 14                        | 65                      |

**Supplementary Table 2: Cell distribution across CITE-seq cluster by genotype**

| Cluster        | # WT cells | # cKO cells | Total # cells | Ratio WT/total | Ratio cKO/total | Observed difference |
|----------------|------------|-------------|---------------|----------------|-----------------|---------------------|
| vEC_1          | 1599       | 1254        | 2853          | 0.560          | 0.440           | -0.121              |
| vEC_2          | 1562       | 1144        | 2706          | 0.577          | 0.423           | -0.154              |
| vEC_3          | 1428       | 1058        | 2486          | 0.574          | 0.426           | -0.149              |
| vEC_4          | 815        | 557         | 1372          | 0.594          | 0.406           | -0.188              |
| aEC            | 888        | 624         | 1512          | 0.587          | 0.413           | -0.175              |
| pre-HE         | 171        | 77          | 248           | 0.690          | 0.310           | -0.379              |
| EHT            | 326        | 162         | 488           | 0.668          | 0.332           | -0.336              |
| EMP            | 390        | 357         | 747           | 0.522          | 0.478           | -0.044              |
| Myeloid        | 1052       | 1345        | 2397          | 0.439          | 0.561           | 0.122               |
| Megakaryocytes | 192        | 167         | 359           | 0.535          | 0.465           | -0.070              |
| <b>Total</b>   | 8423       | 6745        | 15168         | 0.555          | 0.445           | -0.111              |

**Supplementary Table 3: Primer list**

| <b>Primers for Genotyping</b>      |                               |                               |
|------------------------------------|-------------------------------|-------------------------------|
| <b>Target</b>                      | <b>Forward Primer (5'-3')</b> | <b>Reverse Primer (5'-3')</b> |
| Cre                                | GTTTCGAATTTACTGACCG           | CGCCGCATAACCAGTGAAAC          |
| GFP                                | CACATGAAGCAGCACGACTT          | TGCTCAGGTAGTGGTTGTCG          |
| Meis1-flox                         | CCAAAGTAGCCACCAATATCATGA      | AGCGTCACTTGGAAAAGCAATGAT      |
| Floxed allele                      | AGCTTCATTTGAAGTTCCCTATTG      | TATTAGGTGGATCCAAGCTTCATT      |
| Excised allele                     | CTGGACTTTCTCCTTTAGTTGGAT      | GGAAC TTCATCAGTCAGGTACATA     |
| <b>Primers for Gene Expression</b> |                               |                               |
| <b>Gene</b>                        | <b>Forward Primer (5'-3')</b> | <b>Reverse Primer (5'-3')</b> |
| Meis1                              | ATATCATGAGGGCGTGGCTG          | CCTGTATCTTGTGCCAACTGC         |
| Runx1                              | GCCTAGAAGAACCAGGTAGC          | TGGTAGGTGGCAACTTGTGG          |
| Gfi1                               | CCTGGTCAAGAGCAAGAAGG          | CTCCATTTTCGACTCGCCTG          |
| Spi1                               | AACAGATGCACGTCCTCGATA         | CATCCGGGGCATGTAGGAA           |
| Foxp1                              | GGTCTGAGACAAAAAGTAACGGA       | CGCACTCTAGTAAGTGGTTGC         |
| Pbx1                               | CAGCGGGTTCTTCCAGTTCTT         | CGAGTCCGTCCTGTATCCTC          |
| Smad6                              | GCAACCCCTACCACTTCAGC          | GTGGCTTGTACTGGTCAGGAG         |
| Vegfc                              | GAGGTCAAGGCTTTTGAAGGC         | CTGTCCTGGTATTGAGGGTGG         |
| Tulp4                              | TTTGCAGCGATTCCAACATCC         | GCCAACCATCCCTCTTCATAGT        |

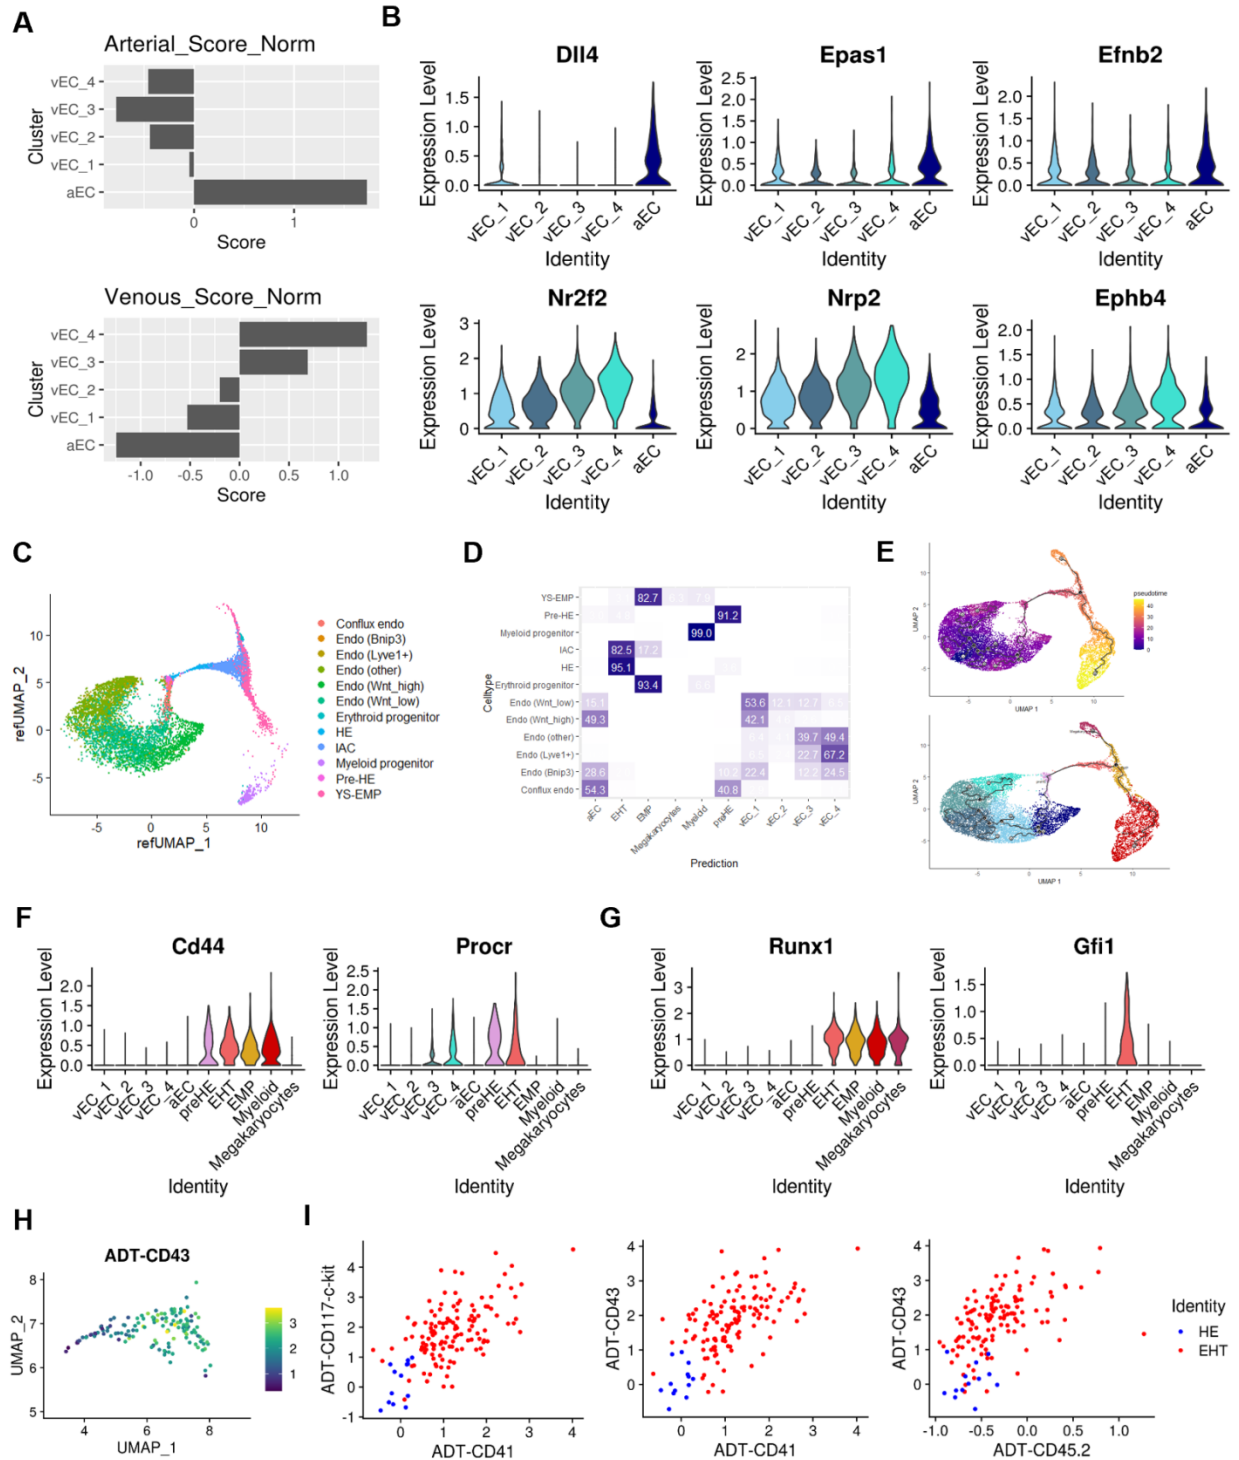

**Supplementary Fig. 1: Cluster identification based on key gene expression**

(A) Arterial and venous score for each EC cluster. Scores were based on the mean expression of combined arterial (*Dll4*, *Notch1*, *Notch4*, *Gja5*, *Nrp1*, *Jag1*, *Efnb2*, *Epas1*, *Vegfc*) or venous (*Nr2f2*, *Nrp2*, *Ephb4*) genes, normalized using the Z-score approach. (B) Expression of selected

arterial and venous endothelial genes, shown in violin plot for each EC cluster. **(C)** Projection of single-cells from Zhu et al. (2020) dataset onto the UMAP in Fig. 1A. Cells are colored based on their cell type labeling in Zhu et al. **(D)** Correlation matrix showing the annotation of single-cells from Zhu et al. (y-axis) as they are projected onto the clusters from the current paper (x-axis). Frequency is expressed as a percentage of the cluster in Zhu et al. **(E)** Trajectory analysis of clusters during EHT using monocle3 on the CITE-seq dataset; with cells colored by pseudotime (top) and by cell population (bottom). **(F-G)** Violin plot showing the expression of **(F)** pre-HE and **(G)** HE genes from the CITE-seq transcriptomic data. **(H)** Progressive upregulation of CD43 surface expression, based on ADT, shown for the EHT subset. **(I)** Expression of pre-HSPC surface markers, based on ADT, on cells forming the “EHT” subpopulation of the CITE-seq dataset. Cells negative for all the pre-HSPC markers are highlighted in blue and defined as “HE”.

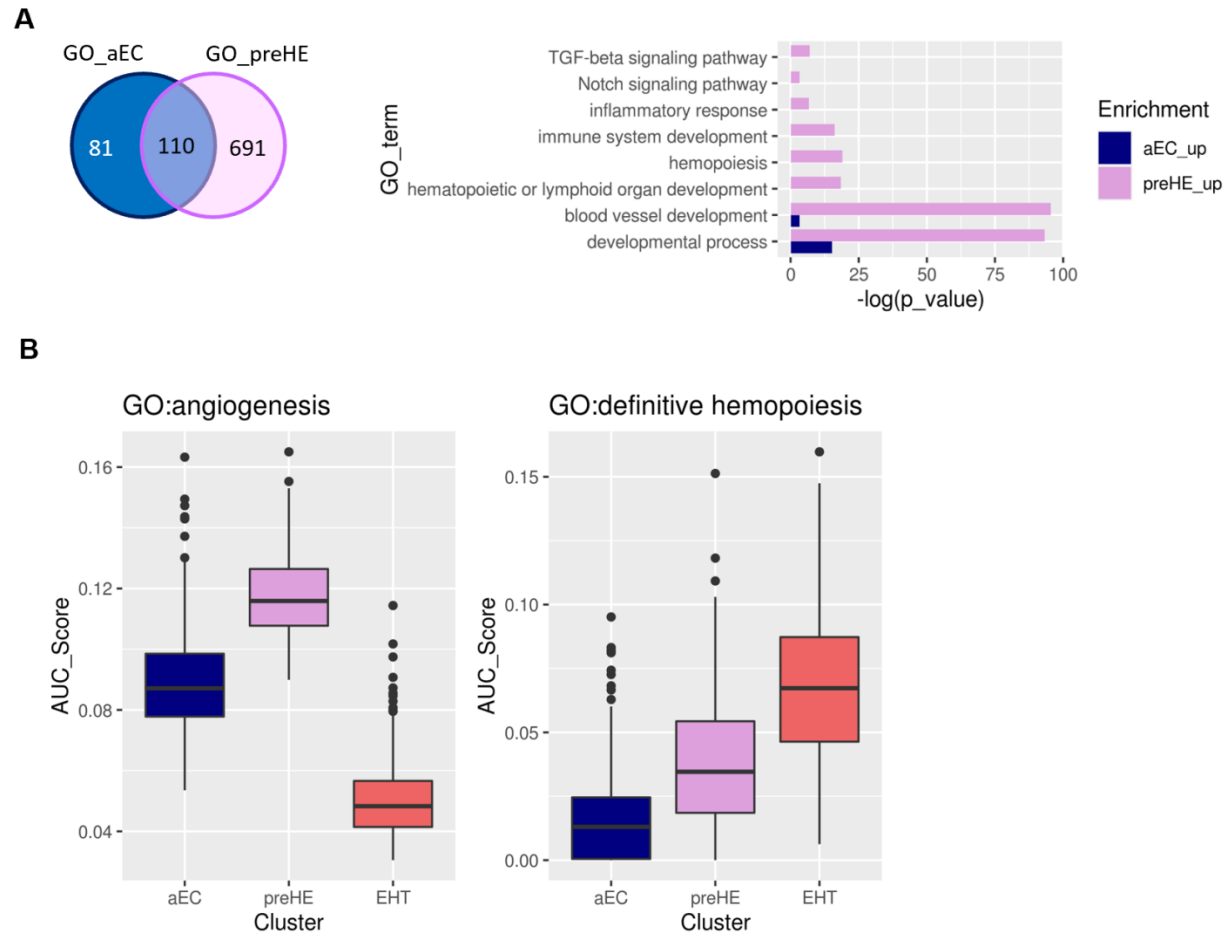

**Supplementary Fig. 2: Characterization of the pre-HE cluster based on gene ontology**

**(A)** Venn diagram depicting the number of unique GO terms enriched in aEC and pre-HE cells and significance of the enrichment ( $-\log(p\text{-value})$ ) for selected GO terms (hypergeometric  $p$ -value with g:SCS correction in gprofiler2). **(B)** AUCell scores for the expression of genes associated with selected GO term, in individual cells of the aEC, pre-HE, and EHT clusters. Box-plots display the median (center line), the 25<sup>th</sup> and 75<sup>th</sup> percentiles (box limits), and  $\pm 1.5 \times$  interquartile range (whiskers).  $N = 888$  aEC, 171 preHE, and 326 EHT cells from 5 independent WT samples.

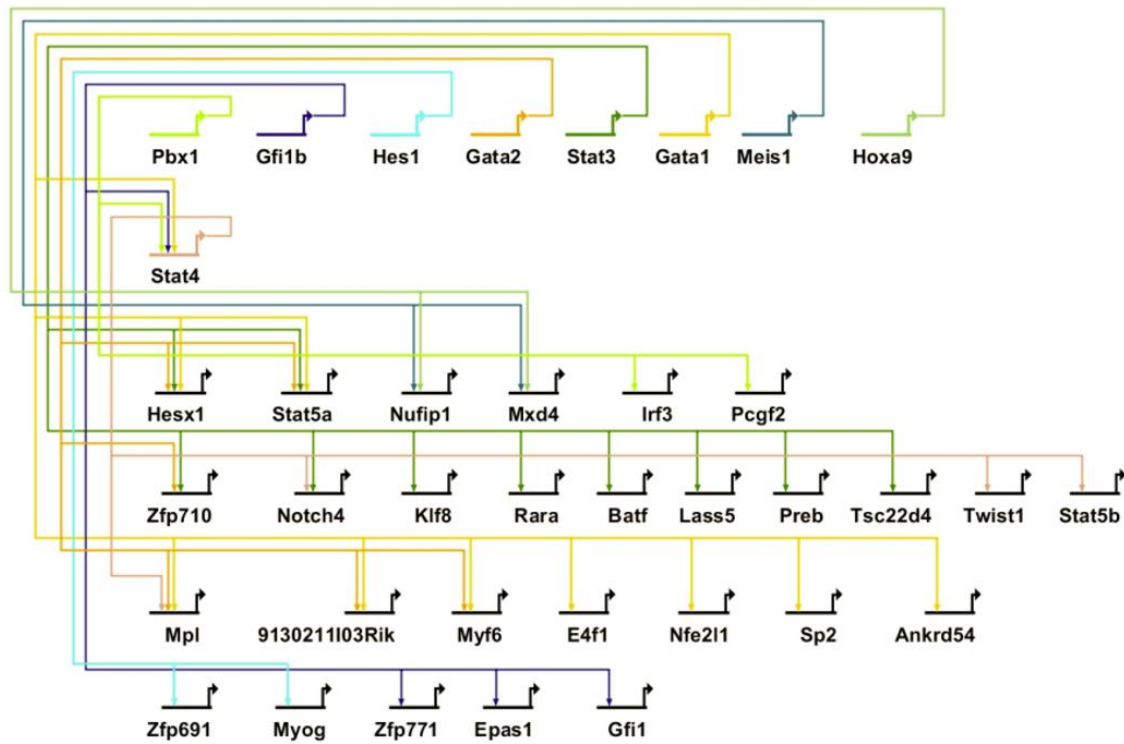

### Supplementary Fig. 3: Predicted TF hierarchy in hemogenic cells at E10.5

Hierarchy displaying relationships between the 228 up-regulated TFs in our RNA-seq, as predicted by DiRE and visualized in BioTapestry.

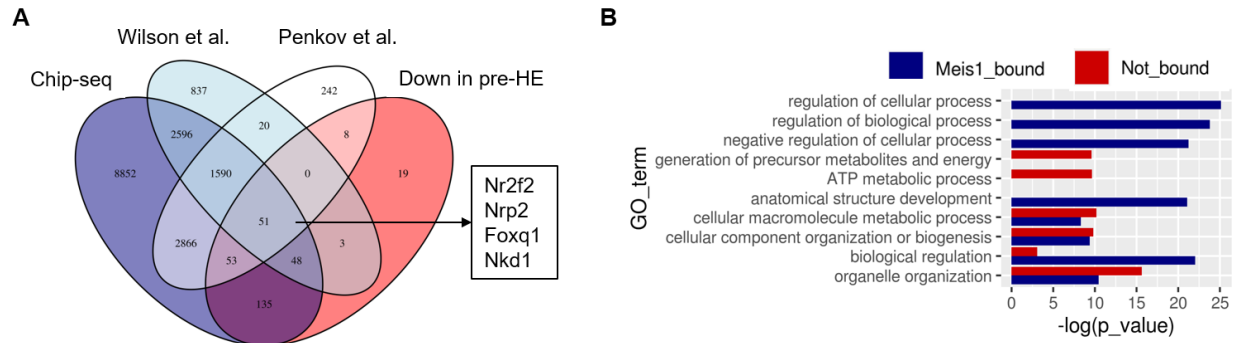

#### Supplementary Fig. 4: Meis1 potential repression of aEC genes

(A) Overlapping genes between Meis1 ChIP-seq datasets and genes downregulated in pre-HE vs aEC in the CITE-seq data. (B) Top GO terms associated with pre-HE downregulated genes categorized based on the proximity of Meis1 binding sites in ChIP-seq data (hypergeometric p-value with g:SCS correction in gprofiler2).

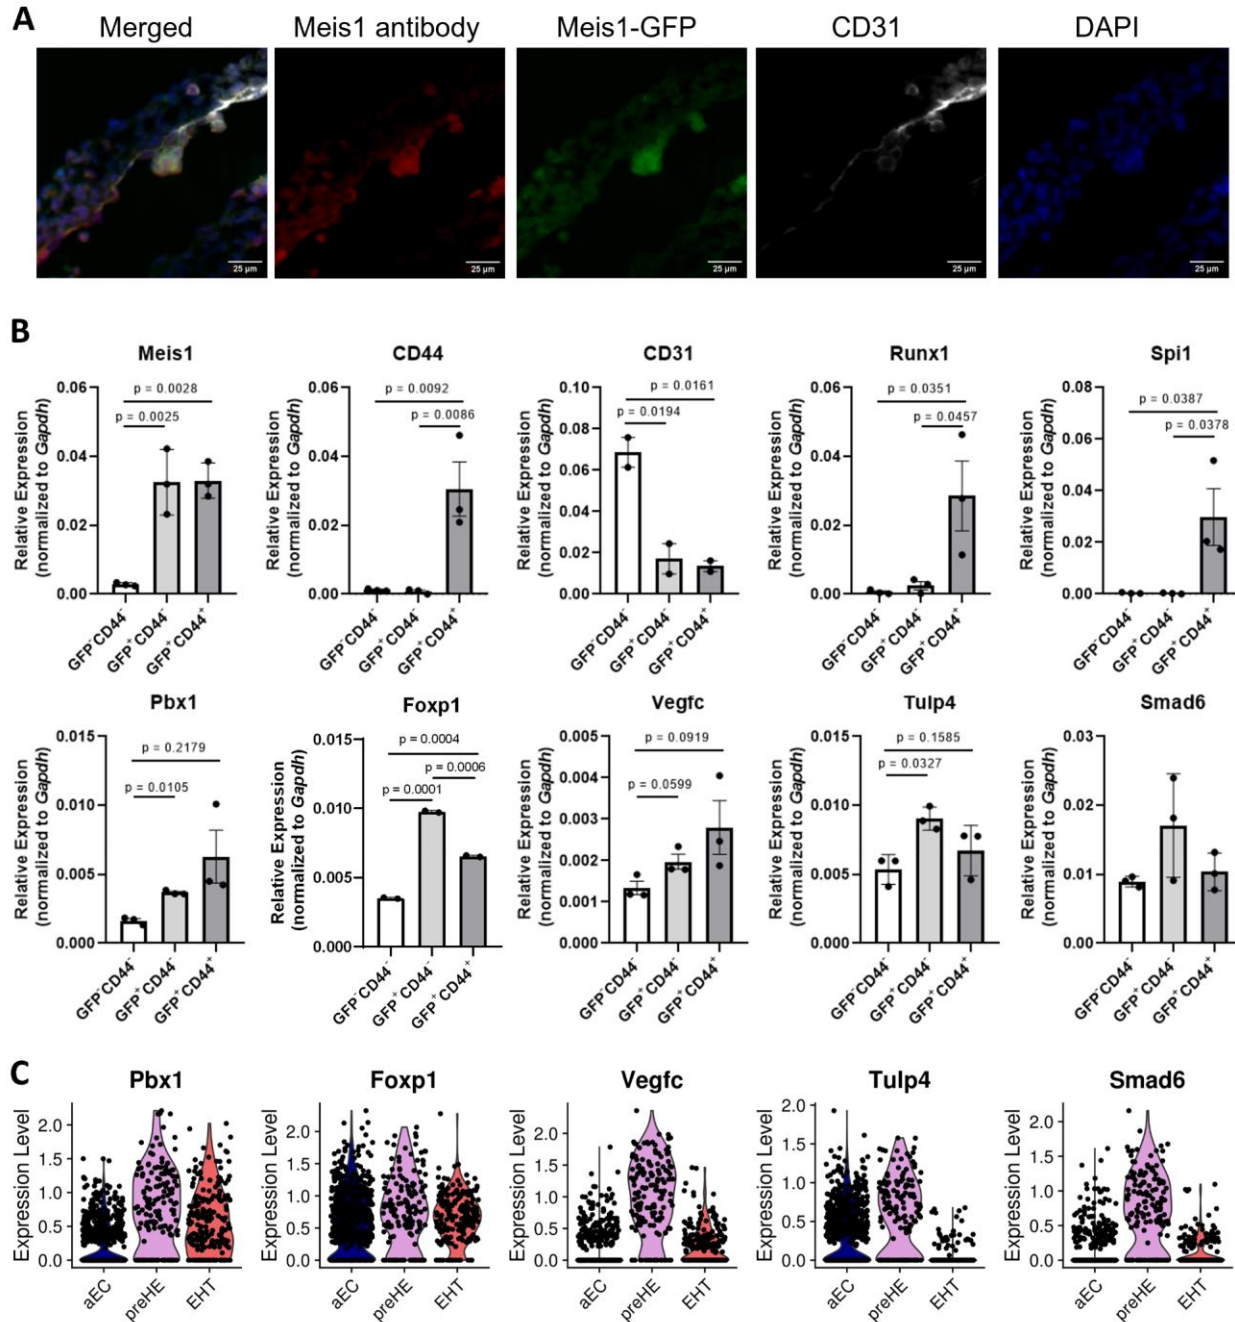

**Supplementary Fig. 5: Meis1<sup>+</sup> EC show upregulation of early pre-HE genes prior to expression of CD44**

(A) Validation of the Meis1-GFP reporter mouse by immunostaining of a E10.5 AGM using Meis1/2 sc10599 antibody (1:200). 40X magnification are shown (scale bar = 25 $\mu$ m). N = 2 independent experiments. (B) mRNA expression of selected putative Meis1 target genes in FACS-isolated GFP<sup>+</sup>CD44<sup>-</sup> EC, GFP<sup>+</sup>CD44<sup>+</sup> EC and GFP<sup>+</sup>CD44<sup>-</sup> populations from E9.5 AGM of Meis1-GFP embryos. Genes were considered to be potential Meis1 targets if they were identified in all three ChIP-seq datasets, upregulated during the aEC to pre-HE transition in

CITE-seq dataset, and enriched in Meis1-OE EC vs YFP-CTRL EC in the RNA-seq dataset. ddPCR was performed 3 times independently. 

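Counts of putative Meis1 targets in the RNA-seq libraries were tested gene by gene, and 4 of them are given here. Vegfc rose from 1.2497 ± 0.582 CPM in YFP-CTRL EC to 11.5 ± 2.61 CPM in Meis1-OE EC (SD, n = 3 each), a log2 fold change of 3.19 (standard error 0.35) with an adjusted p of 0.0055 from edgeR's quasi-likelihood test. Foxp1 had a log2 fold change of 0.78 (standard error 0.13) with an adjusted p of 0.0179 from the same test. Without Meis1-OE library B or C, the adjusted p of Foxp1 was 0.120 or 0.110. Tulp4 and Smad6 had log2 fold changes of 0.40 and 0.94, with adjusted p-values of 0.0636 and 0.183 from edgeR. Tulp4 reached 0.0326 with DESeq2 and 0.0160 on library totals, and Smad6 reached 0.000772 without YFP-CTRL library C. The log2 fold change of Smad6 was 0.69 and 0.70 without YFP-CTRL libraries A and B, and 0.30 with the proliferation score as a covariate (adjusted p = 0.560 from edgeR). With that covariate the adjusted p of Tulp4 was 0.139. All of these except Smad6 were higher in every Meis1-OE library than in every YFP-CTRL library. Of these 4 genes, 2 passed the threshold over all genes tested and 4 passed when adjusted over the list alone. The study chose this list partly on these libraries, so neither count is independent evidence.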

For each replicate cells were pooled from two separate litters to harvest enough material for analysis. In total 28 embryos were used for analysis. Quantification was performed by ddPCR and normalized to *Gapdh*. Data are presented as mean  $\pm$  SEM (p-values based on two-sided t-test). (C) Expression of selected genes is enriched in pre-HE population at E10.5 based on CITE-seq data analysis. Source data are provided as a Source Data file.

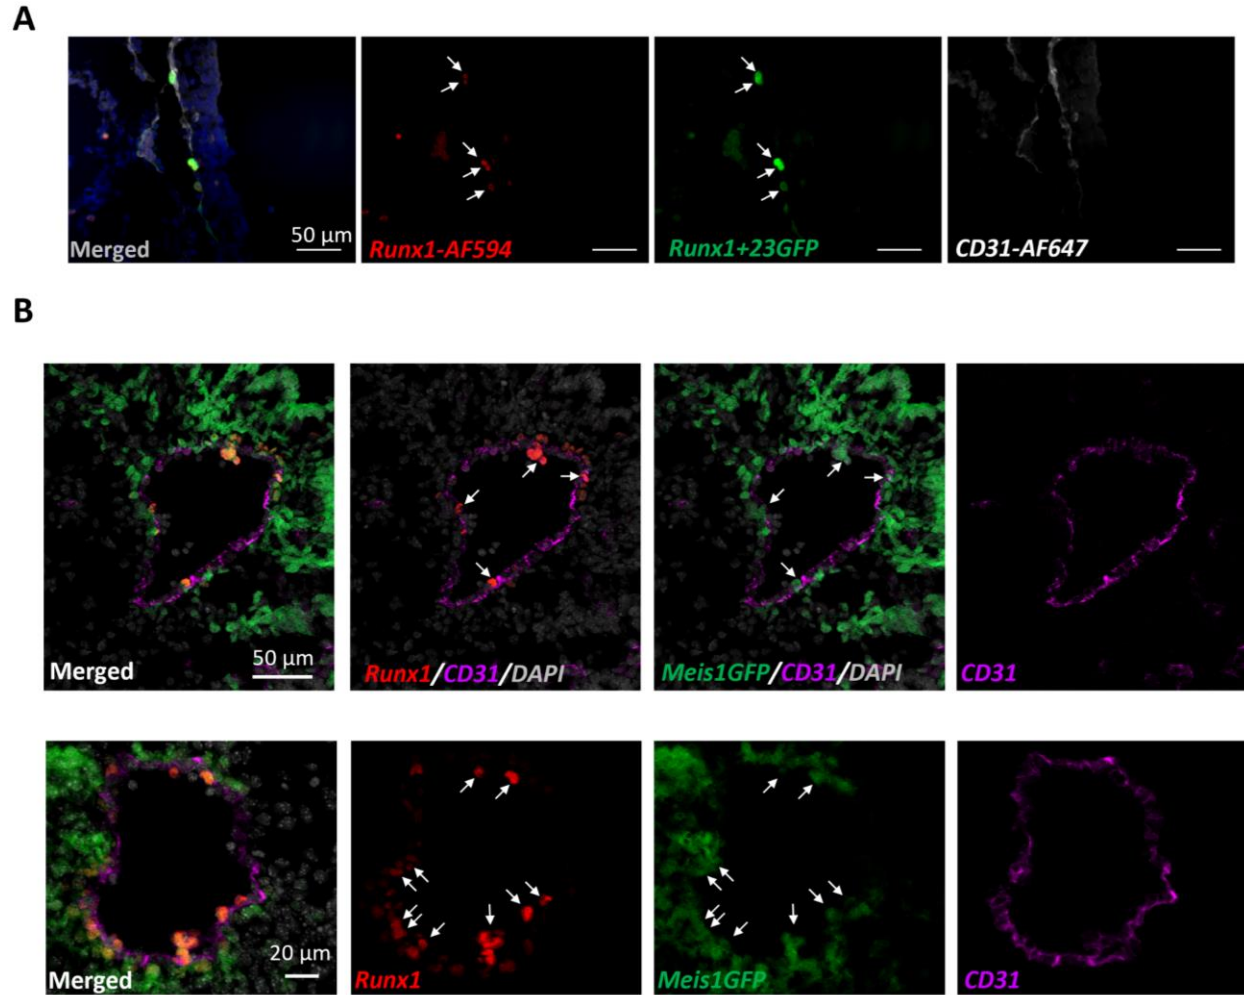

### Supplementary Fig. 6: Immunostaining of Runx1 in E10.5 AGM

(A) Validation of Runx1 antibody in Runx1+23GFP reporter mouse. Runx1 antibody staining (Abcam #ab92336; 1:200 dilution) detects the same cells as GFP staining (green) in Runx1+23GFP embryos. White arrows point at Runx1-expressing cells (scale bar = 50μm; n = 1 embryo). (B) Co-immunostaining of Runx1 (red), Meis1 (green), and CD31 (purple) in the dorsal aorta of Meis1-GFP embryos at E10.5 (see also Fig. 4E). White arrows point at endothelial cells co-expressing Meis1 and Runx1. 2 independent experiments were performed. Scale bar = 50μm (upper panels) and 20μm (lower panels).

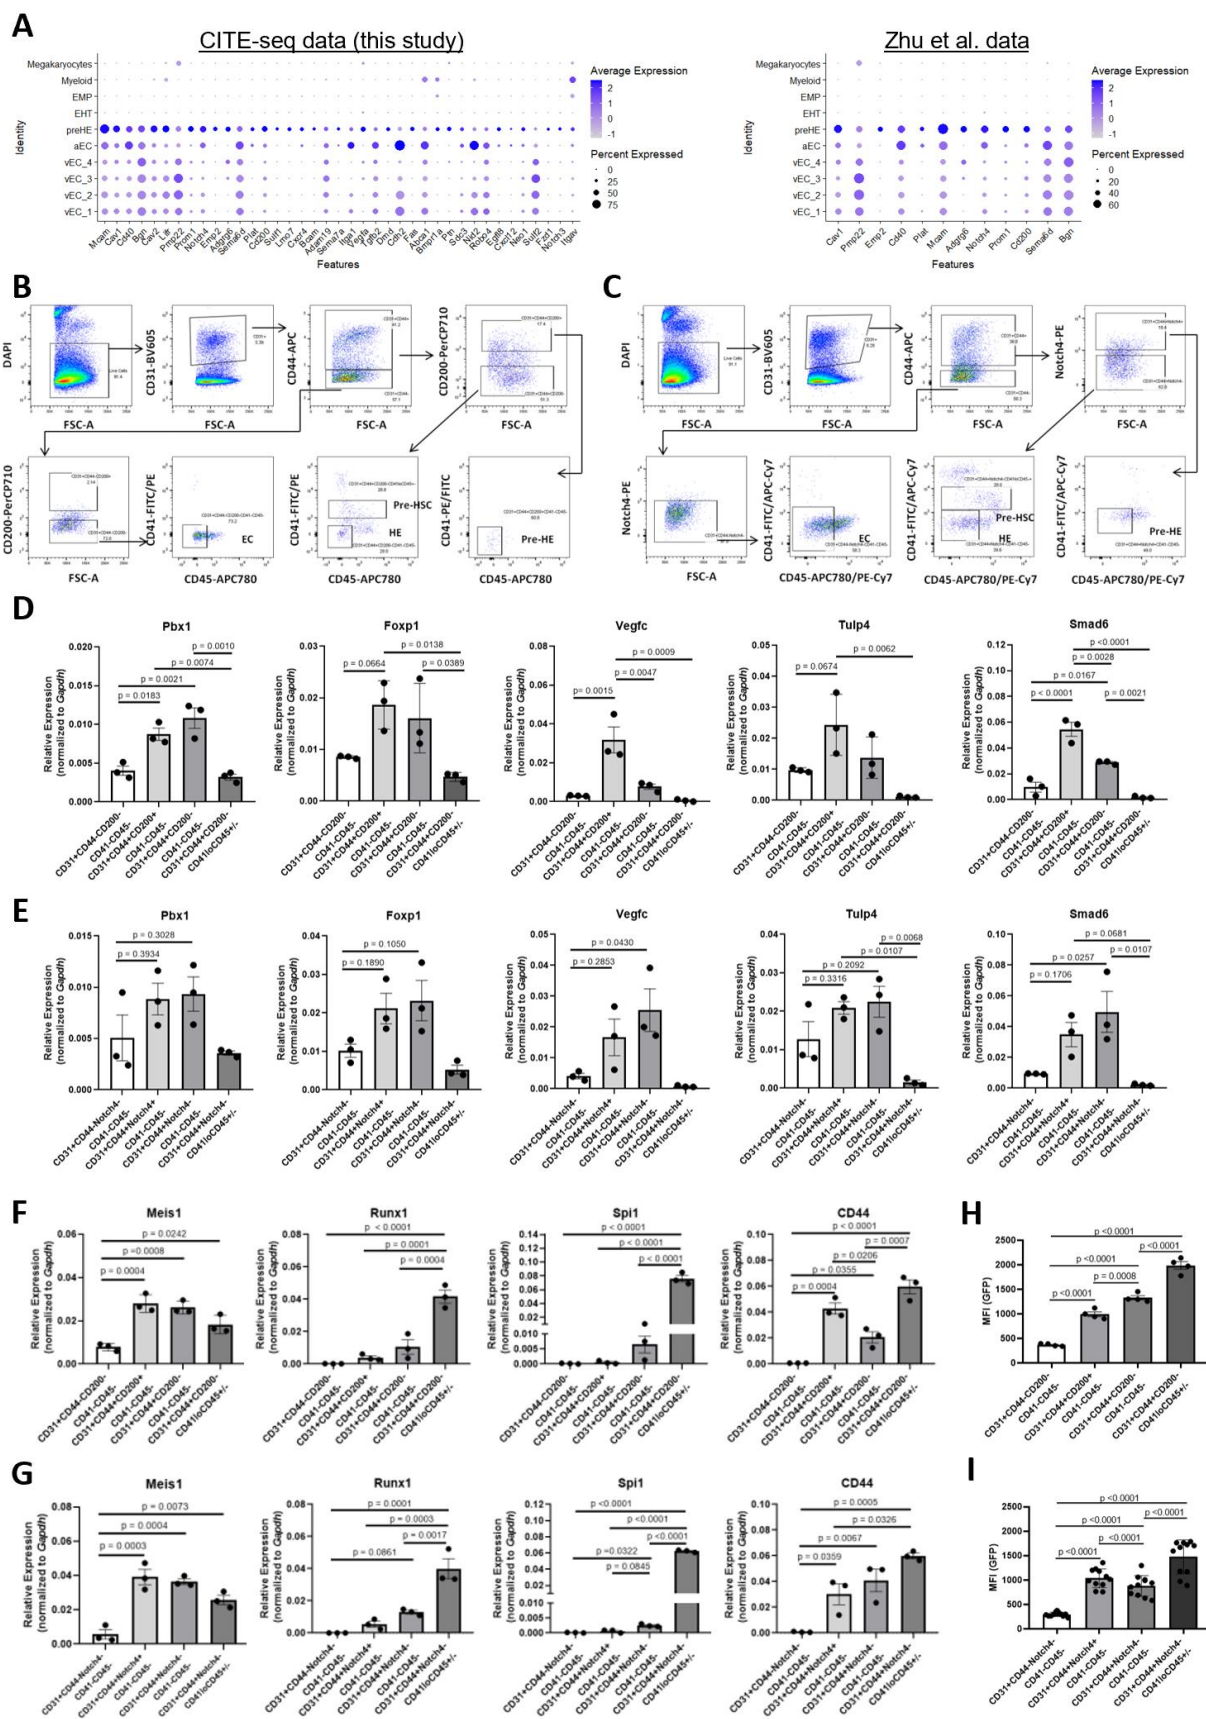

### Supplementary Fig. 7: CD200 and Notch4 distinguish pre-HE from HE cells.

(A) We identified cell surface markers expressed highly within the pre-HE population, but having little to no expression on cells undergoing EHT within our CITE-seq dataset and the Zhu et al. dataset (onto which we applied our cell annotation to match the same populations). We screened the list of candidate cell surface markers for low expression on endothelial populations and antibody availability. (B-C) Representative flow cytometry plots of the gating strategy to isolate pre-HE based on (B) CD200 and (C) Notch4. For each marker, we isolated EC (CD31<sup>+</sup>CD44<sup>-</sup>Marker<sup>-</sup>CD41<sup>-</sup>CD45<sup>-</sup>), pre-HE cells (CD31<sup>+</sup>CD44<sup>+</sup>Marker<sup>+</sup>CD41<sup>-</sup>CD45<sup>-</sup>), HE cells (CD31<sup>+</sup>CD44<sup>+</sup>Marker<sup>-</sup>CD41<sup>-</sup>CD45<sup>-</sup>), and pre-HSPC (CD31<sup>+</sup>CD44<sup>+</sup>Marker<sup>-</sup>CD41<sup>lo</sup>CD45<sup>-/+</sup>), to examine expression of genes of interest. (D-G) mRNA was extracted from FACS-isolated populations from E10.5 AGM to assess, by ddPCR, the expression of selected putative Meis1 target genes expressed in pre-HE (D-E) and HE hematopoietic genes (F-G). ddPCR was performed 3 times independently. For each replicate, cells were pooled from two separate litters to harvest enough material for analysis. In total 30 and 36 embryos were used for analysis of CD200 (D, F) and Notch4 (E, G) purified populations, respectively. Quantification was performed by ddPCR and normalized to *Gapdh*. (H-I) Mean fluorescence intensity of Meis1GFP in the gated populations of EC, pre-HE, HE, and pre-HSPC by flow cytometry based on (H) CD200 and (I) Notch4. (H) N = a total of 4 embryos from 2 independent litter and (I) n = a total of 11 embryos from 3 independent litter. For all bar plots, data are presented as mean  $\pm$  SEM (p-values based on one-way ANOVA). Source data are provided as a Source Data file.

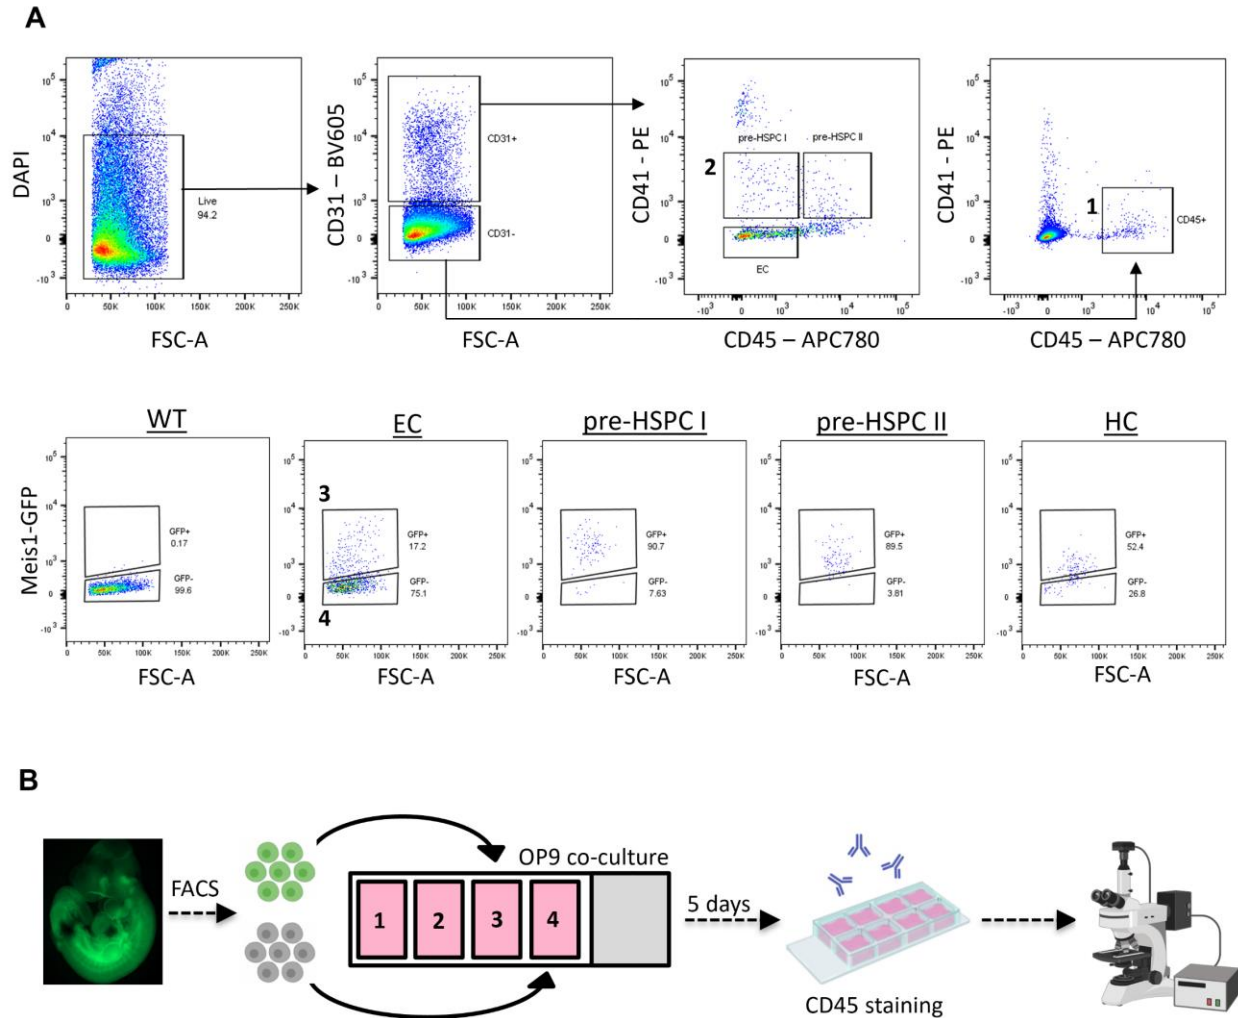

**Supplementary Fig. 8: FACS strategy for Meis1-GFP embryos and *ex vivo* experiments**

(A) Representative flow cytometry plot showing the gating strategy for EC, pre-HSPC I, pre-HSPC II, and HC as well as GFP expression in each subpopulation. (B) Schematic of the *ex vivo* co-culture assay with OP9 to assess hemogenic potential in GFP<sup>+</sup> and GFP<sup>-</sup> EC. Four cell fractions were FACS-isolated (gates labeled 1-4 in panel A) to include controls for the experiment. Schematic was partially created with BioRender.com

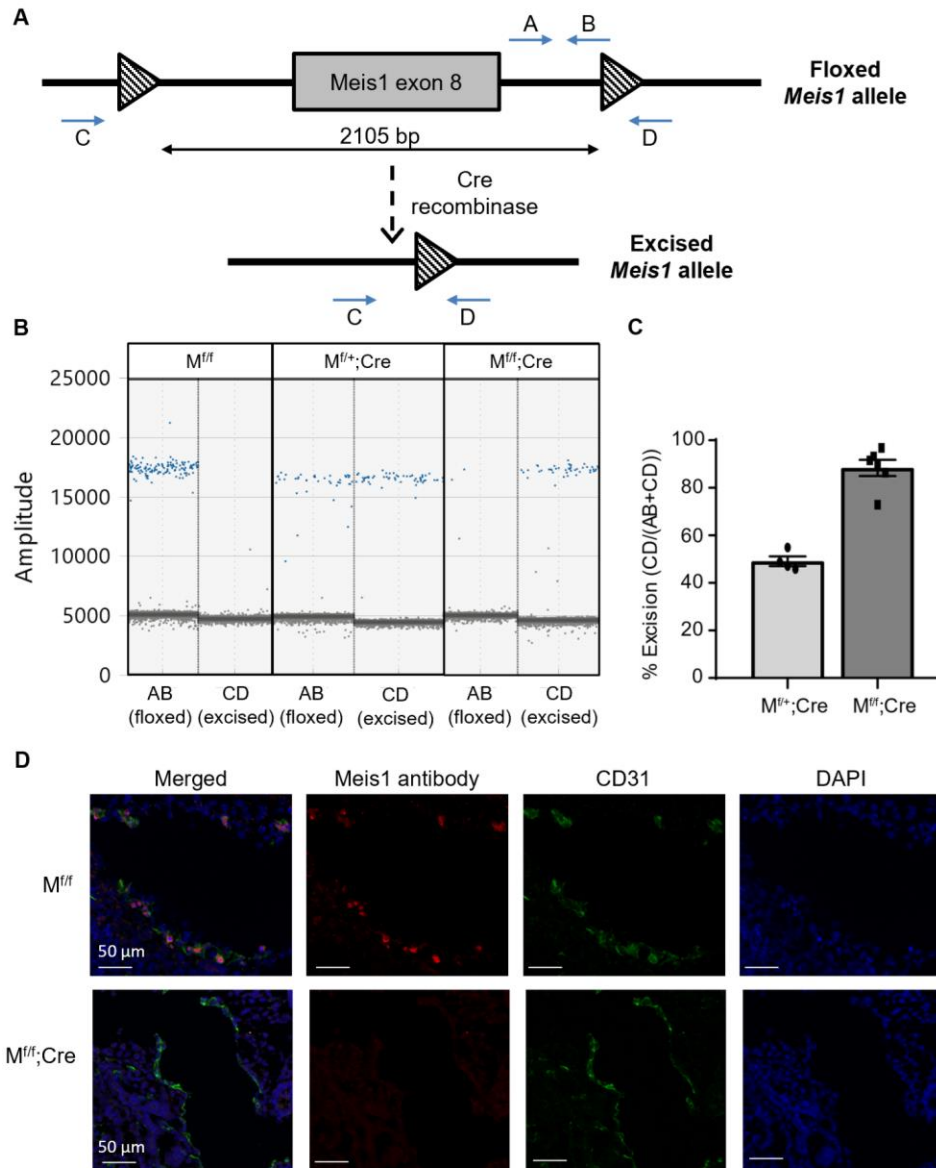

**Supplementary Fig. 9: Quantification of *Meis1* locus excision in VEC-Cre cells**

Genomic DNA was extracted from CD31<sup>+</sup> EC FACS-isolated from E10.5 AGM to assess, by ddPCR, the efficiency of Cre recombination. **(A)** Schematic of the *Meis1* floxed allele at exon 8, before and after Cre recombination. Arrows depict the location of primers used for PCR amplification. **(B)** Representative ddPCR plot to quantify the presence of the floxed allele before (primer AB) and after recombination (primer CD). **(C)** Quantification of the excised amplicon detected by ddPCR, as a percentage of the total allele cDNA (floxed + excised). Data are presented as mean  $\pm$  SEM ( $n = 4 M^{f/+};Cre$  and  $6 M^{f/f};Cre$ ). **(D)** Immunostaining of  $M^{f/f}$  (top) and  $M^{f/f};Cre$  (bottom) AGM to validate deletion of the *Meis1* protein product in the conditional knockout embryos at E10.5. Scale bar = 50  $\mu$ m. Staining was performed in 2 independent experiments ( $n = 2$  embryos for each condition)

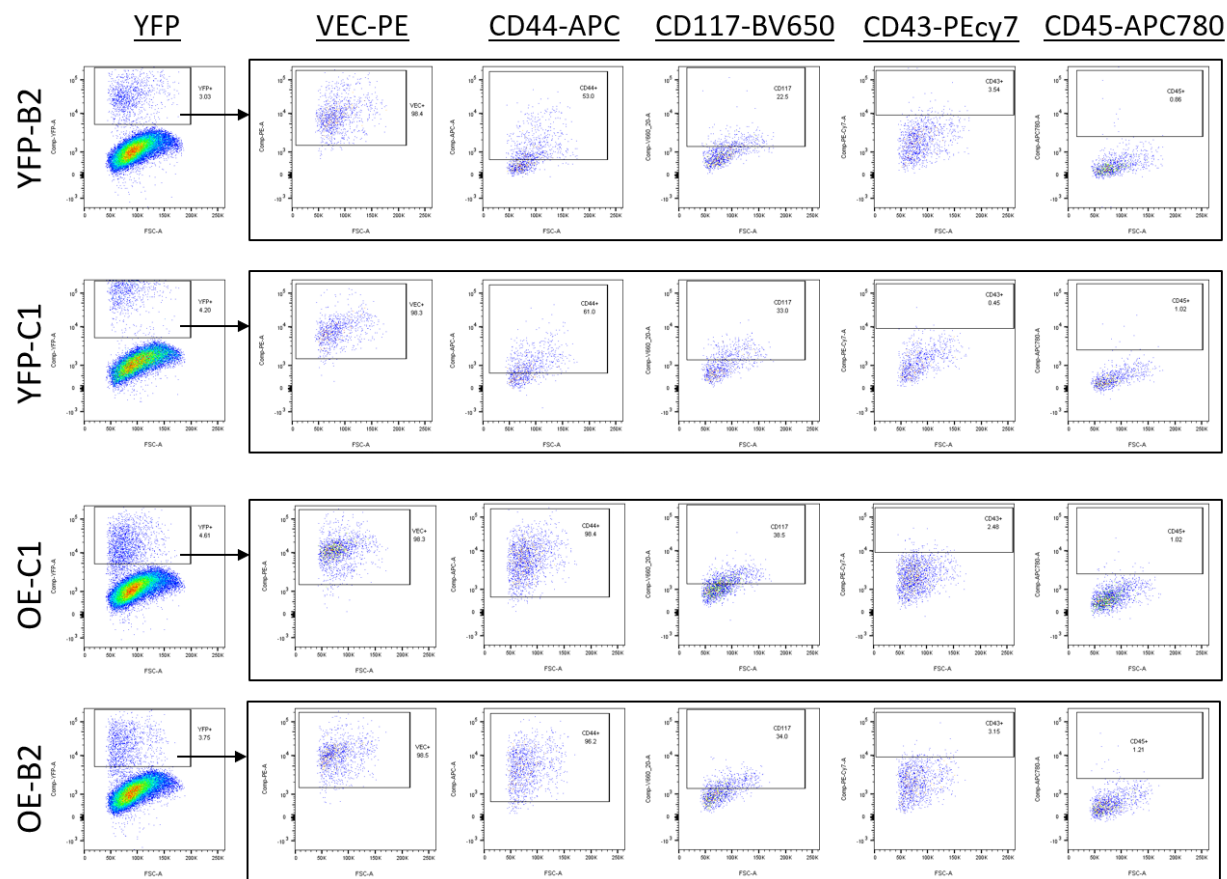

**Supplementary Fig. 10: Flow cytometry analysis of Meis1-OE EC after co-culture with OP9.**

Representative flow cytometry plots of the expression of selected surface markers on Meis1-OE and YFP-CTRL EC after co-culture with OP9 cells. Plots show expression on gated YFP+ cells (left panels) to remove OP9 cells.

# Supplementary material for: Meis1 establishes the pre-hemogenic endothelial state prior to Runx1 expression
**Source:** Nat Commun. 2023 Jul 27;14:4537. doi: 10.1038/s41467-023-40283-0
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give <i>P</i> values as exact values whenever suitable.</i>              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | CITE-seq data was sequenced on Illumina NextSeq500 or NextSeq2000. Illumina RTA software used for basecalling and cellranger count was ran using cellranger version 3.0.2. For bulk RNA-seq, samples were sequenced on Illumina HiSeq 2000 with corresponding Illumina RTA software. Co-expression data was obtained through the online tool EnrichR ( <a href="https://maayanlab.cloud/Enrichr/">https://maayanlab.cloud/Enrichr/</a> ). Flow cytometry data were acquired using BD FACSDiva software (v.8.0.1). ddPCR was performed on a BioRad QX200 instrument using Quantasoft. Microscopy image were capture using ZEN 3.2 software.                                                                                                                                                                                                                                                                                                                                                                           |
| Data analysis   | FACS data were analyzed using FlowJo (v10). Gene expression mesured by ddPCR was analyzed using BioRad Quantasoft (v1.7.4). CITE-seq data was analyzed in R (version 3.6.3) using the following available packages: Seurat (v3), AUCell (v1.14.0), and scProportionTest (v0.0.0.9000). Gene ontology analysis was performed in R using gprofiler2 (v0.2.1). The online Genomic Regions Enrichment of Annotations Tool (GREAT v4; <a href="http://great.stanford.edu/public/html/">http://great.stanford.edu/public/html/</a> ) was used to map ChIP-seq peaks to genes. Differential gene expression analysis of Meis1-OE RNA-seq was performed in R using DESeq2 (v1.32.0). GraphPad Prism 7.00 was also used for some statistical analysis. DiRE ( <a href="https://dire.dcode.org/">https://dire.dcode.org/</a> ) was used to analyze gene co-regulation. BWA v0.7 ( <a href="https://bio-bwa.sourceforge.net/index.shtml">https://bio-bwa.sourceforge.net/index.shtml</a> ) was used to align the ChIP-seq data. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Raw data files for sequencing studies were The CITE-seq data, the RNA-seq data for HE cells, and the RNA-seq data for Meis1-OE cells have been deposited in the NCBI Gene Expression Omnibus and are available from the following accession numbers under accession code: GSE197244 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE197244>], GSE196047 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE196047>], GSE197244, and GSE197400 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE197400>], respectively. The ChIP-seq data have been deposited in the European Nucleotide Archive under accession code PRJEB52790 [<https://www.ebi.ac.uk/ena/browser/view/PRJEB52790>]. Co-expression data for the Meis1 analysis can be downloaded from the EnrichR webserver (<https://maayanlab.cloud/Enrichr/>). The published ChIP-seq datasets used in this study were downloaded from the original publications [17, 18]. Source data are provided with this paper.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |     |
|--------------------------------------------------------------------|-----|
| Reporting on sex and gender                                        | N/A |
| Reporting on race, ethnicity, or other socially relevant groupings | N/A |
| Population characteristics                                         | N/A |
| Recruitment                                                        | N/A |
| Ethics oversight                                                   | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | There was no sample size determination prior to performing the experiments. Experiments were performed using a minimum of 3 independent biological samples to perform statistical analysis. For embryo experiments, at least 3 different litters were collected and analyzed to observed data reproducibility.                                                                                                                                                                                                                                       |
| Data exclusions | For the CITE-seq data, cells with < 2000 genes detected and/or >10% mitochondrial content were excluded from the analysis as a pre-filtering quality control step to include only live cells with good sequencing coverage.<br>One data point was excluded from Figure 3i) based on Grubbs' outlier test ( $\alpha = 0.05$ ). The magnitude of the cell count observed for that sample was unusually high, likely due to an issue with the counting beads (for example: too many beads added during processing)                                      |
| Replication     | A total of 5 WT and 3 Meis1-flox/VE-Cre samples (each representing a pool of embryos) were submitted for CITE-seq and showed great reproducibility based on single-cell clustering analysis. For RNA-seq, endothelial cells were transduced in three independent replicates (for each condition) and each replicate was successfully sequenced (data for all 3 replicates can be found in the manuscript). For all experiments comparing embryos of different genotypes, a minimum of 3 litters were analyzed to ensure reproducibility of the data. |
| Randomization   | Randomization was not performed. All samples were treated the same way for this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Blinding        | Researchers were blinded to the genotype of embryos during sample processing and data collection. Researchers were not blinded during data analysis.                                                                                                                                                                                                                                                                                                                                                                                                 |

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

- n/a ☐ Involved in the study
- ☐ ☒ Antibodies
- ☐ ☒ Eukaryotic cell lines
- ☒ ☐ Palaeontology and archaeology
- ☐ ☒ Animals and other organisms
- ☒ ☐ Clinical data
- ☒ ☐ Dual use research of concern
- ☒ ☐ Plants

## Methods

- n/a ☐ Involved in the study
- ☐ ☒ ChIP-seq
- ☐ ☒ Flow cytometry
- ☒ ☐ MRI-based neuroimaging

## Antibodies

### Antibodies used

The following antibodies were used for immunostaining: CD31 antibody from BD Biosciences (Cat#550274; RRID:AB\_393571), CD45 antibody, Clone 30-F11 (RUO) from BD Biosciences (Cat#550539; RRID:AB\_2174426), GFP Polyclonal Antibody, Alexa Fluor 488 from ThermoFisher Scientific (Cat#A-21311; RRID:AB\_221477), Runx1 antibody [EPR3099] from Abcam (Cat# ab92336; RRID:AB\_2049267), and anti-Meis1/2 from Santa Cruz (cat#sc-10599).

The following FACS antibodies were purchased from BioLegend: APC anti-mouse/human CD44 antibody (Cat#103012; RRID:AB\_312963), Brilliant Violet 605™ anti-mouse CD31 [390] (Cat#102427; RRID:AB\_2563982), FITC anti-mouse CD41 [MWReg30] (Cat#133904; RRID:AB\_2129746), PE anti-mouse CD144 (VE-cadherin) antibody (Cat#138105; RRID:AB\_2077941), APC/Cy7 anti-mouse CD41 [MWReg30] (Cat#133928), and PE/Cy7 anti-mouse CD43 [S11] (Cat#143209).

The following FACS antibodies were purchased from ThermoFisher Scientific: CD41a Monoclonal Antibody (eBioMWReg30(MWReg30)) PE (Cat#12-0411-82; RRID:AB\_763485), CD45.2 Monoclonal Antibody (104) APC-eFluor 780 eBioscience™ (Cat#47-0454-82; RRID:AB\_1272175), anti-mouse Notch4 [HMN4-14] PE (Cat#12-5764-80), and anti-mouse CD200 [OX90] PerCPe710 (Cat#46-5200-80).

The following CITE-seq antibodies were purchased from BioLegend: TotalSeq™-A0012 anti-mouse CD117 (c-kit) Antibody (Cat#105843; RRID:AB\_2749960), TotalSeq™-A0073 anti-mouse/human CD44 Antibody (Cat#103045; RRID:AB\_2734154), TotalSeq™-A0110 anti-mouse CD43 Antibody (Cat#143211; RRID:AB\_2750541), TotalSeq™-A0157 anti-mouse CD45.2 Antibody (Cat#109853; RRID:AB\_2783051), TotalSeq™-A0191 anti-mouse/rat/human CD27 Antibody (Cat#124235; RRID:AB\_2750344), TotalSeq™-A0443 anti-mouse CD41 Antibody (Cat#133937; RRID:AB\_2800635).

The following antibody were purchased from abcam: anti-HA anti-HA (cat# ab9110).

### Validation

Validation data for each of the primary antibodies employed in this study are available on the manufacturer's website, along with citation references and application specific technical details. In addition, the GFP antibody was validated in our lab against tissue samples from wildtype embryos (negative control) and appropriate primary antibodies matching our mouse model (Meis1 or Runx1 antibodies). Flow cytometry antibodies were tested by both BioLegend and ThermoFisher Scientific in comparison to the appropriate isotype control as detailed on their websites. In all our flow cytometry experiments, fluorescence minus one (FMOs) were used to control for background staining. CITE-seq antibodies were validated by BioLegend; each lot of antibody is quality control tested by immunofluorescent staining with flow cytometric analysis and the oligomer sequence is confirmed by sequencing, as described on the manufacturer's website.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

### Cell line source(s)

OP9 cells from ATCC (Cat# CRL-2749; RRID:CVCL\_4398)

### Authentication

No authentication was performed

### Mycoplasma contamination

OP9 cell line tested negative for mycoplasma

### Commonly misidentified lines (See [ICLAC](#) register)

None of the cell lines used are listed as commonly misidentified cell lines in the ICLAC register

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

### Laboratory animals

The following mouse strain were used in this study: Runx1+23mCNE-GFP, Meis1GFP (also named C57BL/6N-Meis1em1Bcca), Meis1-

|                         |                                                                                                                                                                                                     |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | flox, and VEC-Cre (B6;129-Tg(Cdh5-cre)1Spe/J). Males and females of age 6-20 weeks were used in timed mating. Embryos were harvested at 9 or 10 days post-conception (E9.5, E10.5) for experiments. |
| Wild animals            | The study did not involve wild animals.                                                                                                                                                             |
| Reporting on sex        | This information has not been collected.                                                                                                                                                            |
| Field-collected samples | The study did not involve samples collected from the field.                                                                                                                                         |
| Ethics oversight        | All animal protocols were approved by the Animal Care Committee of the University of British Columbia (Vancouver, Canada)                                                                           |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Seed stocks           | <i>Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.</i>                                                                                                                                                                                                                                                                                          |
| Novel plant genotypes | <i>Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.</i> |
| Authentication        | <i>Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.</i>                                                                                                                                                                                                                                       |

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                                                    |                                                                                                                             |
|--------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------|
| Data access links<br><i>May remain private before publication.</i> | <a href="https://www.ebi.ac.uk/ena/browser/view/PRJEB52790">https://www.ebi.ac.uk/ena/browser/view/PRJEB52790</a>           |
| Files in database submission                                       | Meis1+NA10HD_A03268_mm10_xset150_dupsN_ht7.bed.gz                                                                           |
| Genome browser session<br>(e.g. <a href="#">UCSC</a> )             | <a href="https://genome.ucsc.edu/s/pcoulombe/Meis1_A03268_peaks">https://genome.ucsc.edu/s/pcoulombe/Meis1_A03268_peaks</a> |

### Methodology

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Replicates              | Each ChIP-Seq experiment consisted of individual replicates                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Sequencing depth        | Total number of 36167788 single-end 50bp reads were sequenced on Illumina GAI in Anti-HA (Meis1) ChIP-Seq experiment.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Antibodies              | Anti-HA antibody (Abcam cat# ab9110)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Peak calling parameters | FindPeaks 3 tool was used for the analysis. Every aligned single-end read was directionally extended by 150bp (mean fragment length in the ChIP-Seq experiment) and the genome wide fragment coverage profile was calculated. Enriched regions were thresholded using a false discovery rate of ~0.01 (corresponding to the minimal x-coverage height of 7). For the FDR analysis 5 randomization runs were used. Further, peaks boundaries were refined by trimming at coverage equal 30% of their maximal height, in order to remove low height flanks, and separate composite regions. Final list of enrichments for mm10 reference contained 55004 Meis1 bound ChIP-seq regions with average size ~700bp and average peak height ~25. |
| Data quality            | Enriched regions were thresholded using a false discovery rate of ~0.01 (corresponding to the minimal x-coverage height of 7), and refined further by trimming at 30% of their maximal height, in order to remove low height flanks, and separate composite regions.                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Software                | To identify Meis1 binding regions, Illumina GAI 50-bp-long sequence reads were aligned to the genome (mm9) using Burrows-Wheeler Alignment (BWA):<br>H. Li, R. Durbin<br>Fast and accurate short read alignment with Burrows-Wheeler transform.<br>Bioinformatics 2009 Jul 15;25(14):1754-60. doi: 10.1093/bioinformatics/btp324<br><br>Peak calling (FindPeaks 3):<br>A.P. Fejes, G. Robertson, M. Bilenky, R. Varhol, M. Bainbridge, S.J.M. Jones<br>FindPeaks 3.1: a tool for identifying areas of enrichment from massively parallel short-read sequencing technology<br>Bioinformatics, 2008 Aug 1;24(15):1729-30. doi: 10.1093/bioinformatics/btn305                                                                                |

# Flow Cytometry

## Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

## Methodology

Sample preparation

AGM were dissected from mouse embryos and dissociated in PBS with 2% fetal bovine serum, 1mg/ml collagenase II, and 1mg/ml DNaseI. Cells were resuspended in PBS-2%FBS with DNaseI, blocked 5 minutes with CD16/32 and stained with antibodies for 30 minutes, protected from light.

Instrument

Cells were sorted on a BD FACSAria III or BD FACSAria Fusion instrument

Software

Flow cytometry data was collected using BD FACSDiva Software and analyzed using FlowJo v10.

Cell population abundance

Cell purity post-sort was not assessed given the very small number of cells collected per sample

Gating strategy

For all FACS experiments, the cell population was defined based on FSC-A and SSC-A parameters to remove debris. Doublets were removed based on FSC-H and FSC-W parameters and viable single cells were determined by DAPI staining. Gating for GFP was based on wildtype littermates (used as negative population) and gating for all other fluorochromes was defined based on FMO controls.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

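The data are ribodepleted RNA-seq of adult mouse aortic EC transduced with a Meis1-OE or a YFP-CTRL vector, with 3 libraries per condition. The authors deposited estimated counts of reads per gene, not normalized, in a single table of 54429 genes listed by symbol, of which 27948 had a count. The paper names ribodepletion and DESeq2 for this experiment, and its text does not name the aligner, the counting tool, the genome build or the annotation. All 6 columns were used. Conditions came from the sample labels. The labels number the replicates while the columns of the table carry letters, and nothing states which letter is which number or that a letter marks a shared batch, so the libraries were compared without pairs.

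Deposited counts were rounded to whole numbers. Totals ran from 34176642 to 47956605 counts per library. A value at or under 3 counts in all libraries of a group was treated as not detectable. Intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules. A single gene, Gm26917, took 8.06%, 9.31% and 10.5% of the counts in Meis1-OE libraries A, B and C and 11.8%, 13.0% and 14.1% in YFP-CTRL libraries A, B and C.

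Counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM normalization, the filterByExpr filter, which kept 16065 genes, and the quasi-likelihood test), limma 3.58.1 and DESeq2 1.42.0, and figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Standard errors of log2 fold changes were derived from the F statistic. The threshold was a Benjamini-Hochberg adjusted p of 0.05. The biological coefficient of variation was 0.233. The smallest exact permutation p that 3 libraries against 3 allow is 0.1 for a two-sided test, so single genes were tested only in the model across genes.

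Gene lists were tested with limma's camera, two-sided, with a preset correlation of 0.01 and adjustment over 8 lists. These were the pre-HE genes named by the paper (transcription factors and surface markers only) and the genes it names as lower in pre-HE. The others were its arterial and its venous genes, and lists of mesenchymal, macrophage, interferon and proliferation genes. The putative Meis1 targets, the HE and hematopoietic genes, the endothelial genes, the Meis and Pbx family genes and the surface genes Cd200 and Notch4 were tested gene by gene. A list of 24 amino acid response genes was added after the data were examined. Some genes of these lists are not reported here by name.

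The genes to name were set by rule as every gene on the lists taken from the paper, Meis1, and the 5 genes with the largest positive and the 5 with the largest negative log2 fold change among those past the threshold with a mean of at least 5 CPM over the 6 libraries and no overlap between conditions. The tests, the named-gene rule, the 8 lists and all alternatives except the proliferation score as a covariate and the column letter as a replicate block were chosen before the data were examined. The alternatives were DESeq2's size factors, library totals, no filter, at least 10 counts in every library, a robust fit, each library left out in turn, other thresholds, DESeq2, and camera with an estimated correlation or fry.

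Both programs were tested on simulated data for 16065 genes, 200 of them changed. Spread was equal in both conditions and independent between genes, unlike in the real libraries. edgeR called 69.0% of the 197 changed genes that passed its filter, and 89.7% of the 97 genes changed 4-fold. DESeq2 called 65% of the changed genes. Camera singled out a simulated list of 12 raised genes and not a list of 12 unchanged genes. GC content and length were taken from a reference annotation of build NCBIM37 by symbol, and 13349 of the tested genes (83.1%) had a value. The full sets of genes that differ between pre-HE and aEC were not analysed here, so the overlap and enrichment of Fig. 7D, E were not recomputed.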

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

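All tests of explanations in this part were chosen only after the result was seen.

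Itga8, Esr1, Mal and Plcb2 rose in Meis1-OE EC by log2 fold changes of 7.97, 7.62, 6.78 and 6.76, in all 3 Meis1-OE libraries. The paper's text does not name them, and its figures and source data were not searched for them. With the proliferation score of each library as a covariate, 4 of the 4 genes stayed past an adjusted p of 0.05 in edgeR, while the count of higher genes changed from 665 to 416, which argues against growth differences between cultures as the whole cause. On library totals without TMM factors, the median log2 fold change of all tested genes was 0.15, far below that of these genes, which argues against depth or a few abundant genes. Over the 13349 tested genes with a value, log2 fold change had a Spearman correlation of 0.0109 with GC content and 0.00954 with gene length. The correlations are across genes, which are not independent replicates.

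Macrophages, fibroblasts and smooth muscle cells in the Meis1-OE cultures were weighed from their abundant transcripts. No other cell type was weighed, so cells of further types are not excluded. The highest of the macrophage transcripts Lyz2, C1qa, C1qb, Tyrobp and Fcer1g reached a mean of 0.622 CPM in Meis1-OE EC, against 17.5 CPM for Plcb2. The fibroblast and smooth muscle transcripts Col1a1, Col1a2, Col3a1, Acta2, Tagln and Myh11 had a median of 0.0689 CPM in Meis1-OE EC. The highest of them, Acta2, was at 2.04 CPM, against 7.00 CPM in YFP-CTRL EC. Postn, another mesenchymal marker, did rise (log2 fold change 4.83, adjusted p = 0.0312 from edgeR), to at most 131 counts. A response to the Meis1-OE vector remains as a hypothesis, found and examined on the same libraries. A strain difference from the reference was not tested, and the design has no other vector that could separate Meis1 from transduction as such, beyond the YFP-CTRL vector.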

How the results depend on the processing

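The proliferation score as a covariate and the column letter as a replicate block were chosen after the result was seen. Meis1 kept its direction and its side of the threshold under every alternative (log2 fold change 10.75 to 11.27).

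The 665 higher and 438 lower genes became 1048 and 179 on library totals, so that 85.4% of calls were higher against 60.3% with TMM. The median log2 fold change of all tested genes was 0.01 with TMM and 0.15 on library totals, and that shift is the construction of the alternative. An adjusted p under 0.1 gave 1138 and 1073. DESeq2 gave 1128 and 1115, with or without the minimum fold change of Fig. 7C, 2241 and 2270 at an unadjusted p under 0.05, and 1475 and 1525 at an adjusted p under 0.1. The covariate gave 416 and 349. Across the 6 fits that each left out one library, the counts ran from 115 to 2717 and from 16 to 2498. Without YFP-CTRL library C they were 2717 and 2498, including all 665 and 438 of the genes called with all libraries. They were 204 and 66 without YFP-CTRL library B, 610 and 431 without YFP-CTRL library A, and 329 and 68, 115 and 16, or 126 and 18 without Meis1-OE library A, B or C. Fewer libraries also reduce the power of a fit, which does not account for the rise without YFP-CTRL library C.

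The following log2 fold changes reversed. With the covariate, Zeb2 was 0.16, Hhex -0.21, Nr2f2 0.20, Runx1 0.11, Spn -0.19, Eng -0.38 and Notch4 -0.58 (adjusted p = 0.0408 from edgeR). On library totals, Nr2f2 was 0.0105, Itga2b 0.00891 and Pecam1 0.0334. With a library left out, Lyl1 ran from -1.004 to 0.0366 (0.0366 without YFP-CTRL library C), Itga2b from -0.55 to 0.0538 (0.0517 without Meis1-OE library C and 0.0538 without YFP-CTRL library C), Pecam1 from -0.28 to 0.0310 (0.0310 without YFP-CTRL library B), Eng from -0.12 to 0.43 (-0.12 without YFP-CTRL library A) and Notch4 from -0.27 to 0.39 (-0.27 without YFP-CTRL library A, -0.03 without Meis1-OE library C). Over the 45 named genes besides Meis1 and all alternatives, 527 values kept their direction and their side of the threshold, 48 lost the call, 34 gained one and 17 reversed. The cause was not tested.

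Of the putative Meis1 targets, 2 passed the threshold, 1 to 4 with a library left out (1 without Meis1-OE library B or C, 4 without YFP-CTRL library C). Of the HE and hematopoietic genes, 0 passed (2 at an unadjusted p under 0.05), 0 to 2 with a library left out (1 without YFP-CTRL library A, 2 without C), 1 with the covariate and 2 with DESeq2. Of the endothelial genes, 0 passed (1 at an unadjusted p under 0.05), 0 to 1 with a library left out (1 without YFP-CTRL library C) and 1 with DESeq2. The cause was not tested.

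For the pre-HE genes named by the paper, the adjusted p of camera ran from 0.0177 (lower expression, without YFP-CTRL library A) to 0.394 with a library left out. For the genes lower in pre-HE it ran from 0.548 to 0.927, and the direction turned to lower at 0.927 without YFP-CTRL library C. The mesenchymal list turned to lower with no filter (0.712), at least 10 counts (0.633), the covariate (0.459) and without YFP-CTRL library A or C (0.439 to 0.822 over the libraries left out). The macrophage list turned to lower with no filter (0.880) and at least 10 counts (0.714). The interferon list passed camera at 0.00513 but not with an estimated correlation (0.651) or fry (0.219), and it ran from 5.46e-09 to 0.327 with a library left out, 0.327 being without YFP-CTRL library C. The proliferation list passed at 0.00477 but not with an estimated correlation (0.651) or fry (0.219). Neither of these camera calls held under either test. The cause was not tested.

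The labels number the replicates while the columns of the deposited table carry letters, so the number could not be used as a replicate block. The letter was used in its place. Deviations from the group means correlated at 0.245, 0.190 and 0.0809 across genes between the libraries that share the letter A, B or C. Between libraries of unlike letters the highest value was 0.249, for Meis1-OE library C and YFP-CTRL library B. The other unlike pairs ran from -0.301 to -0.0275. These values leave a pairing by letter open but do not settle it, and the main test stayed unpaired. With the letter as a replicate block, edgeR called 544 genes higher and 189 lower, and DESeq2 called 1245 and 797. In the edgeR fit, Zfp608, Procr, Mmp3, Dhrs9 and Ptgfr were not past the threshold (adjusted p = 0.0695, 0.0856, 0.0526, 0.0905 and 0.0879), no other named gene changed its side, and no gene list changed its call. Nrp2 had an adjusted p of 0.120 and the venous genes 0.374. DESeq2 gives no set test and was not run for the lists tested with camera.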

Differences from the paper's values

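The column letter as a replicate block and the proliferation score as a covariate were chosen only after the result was seen.

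The paper reports 1205 genes higher in Meis1-OE EC, and the value here was 665. Of the alternatives set before the data were examined, library totals alone (1048), an adjusted p under 0.1 (1138), DESeq2 at an adjusted p under 0.05 (1128), with or without the minimum fold change of Fig. 7C, and DESeq2 at an adjusted p under 0.1 (1475) came within 1.5 times of the paper's count. The others did not, which were DESeq2's size factors in edgeR (649), no filter (666), at least 10 counts (473), a robust fit (663), the minimum fold change of Fig. 7C in edgeR (665), DESeq2 at an unadjusted p under 0.05 (2241), and each library left out (115 to 2717). DESeq2 with the column letter as a replicate block, chosen after seeing the values, gave 1245, also within 1.5 times of the paper's count.

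The paper reports 1300 genes lower in Meis1-OE EC, and the value here was 438. An adjusted p under 0.1 (1073), DESeq2 at an adjusted p under 0.05 (1115), with or without the minimum fold change of Fig. 7C, and DESeq2 at an adjusted p under 0.1 (1525) came within 1.5 times of the paper's count. DESeq2's size factors in edgeR (443), library totals (179), no filter (388), at least 10 counts (368), a robust fit (437), the minimum fold change of Fig. 7C in edgeR (438), DESeq2 at an unadjusted p under 0.05 (2270) and each library left out (16 to 2498) did not, and DESeq2 with the column letter as a replicate block, chosen after seeing the values, gave 797. The paper's methods name DESeq2 for this comparison.

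The paper lists Tulp4 and Smad6 as higher in Meis1-OE EC. Their log2 fold changes were 0.40 and 0.94 with adjusted p-values of 0.0636 and 0.183 from edgeR. Tulp4 passed with DESeq2 (0.0326), on library totals (0.0160) and without YFP-CTRL library C (0.0267). Smad6 passed without YFP-CTRL library C (0.000772) and had an adjusted p of 0.560 from edgeR with the proliferation score as a covariate, chosen after seeing the values.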

Other observations

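All tests of explanations in this part, except those of other splits of the libraries, were chosen only after the result they concern was seen, and the criteria of the amino acid test over libraries A, B and C and of the growth tests of the pre-HE genes, the interferon genes and Gja5, Epas1 and Vegfc together were set before the values of those tests were seen.

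Proliferation genes differed between the YFP-CTRL libraries. Across the 15 genes, the median ratio of the highest to the lowest CPM was 6.12, where a difference in depth would leave it near 1. Meis1 in YFP-CTRL library C was 0.0525% of its mean in Meis1-OE EC, which argues against Meis1-OE cells in that library.

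A shortage of amino acids in some cultures was weighed as a hypothesis, after Asns, Trib3, Chac1 and Cth had been seen to be higher in YFP-CTRL libraries A and B. The test used 24 other amino acid response genes that had not been looked at. It had been set that the list would be highest in library A, then B, then C, with a difference between A and C above the central 95% of random lists. The difference of 1.33 on the log2 scale lay at percentile 100 of 10000 random lists matched on mean expression (-0.35 to 0.17 for 95% of them), but the order that had been set was not met, since the scores were 7.81 in A, 7.99 in B and 6.48 in C. The explanation therefore failed the test as it had been set. Taken in parts afterwards, the list was higher in B than in C by 1.51 (percentile 100) and lower in A than in B (-0.18). A shortage of amino acids may go with the low proliferation genes of A and B against C, but not with the step from A to B. In Meis1-OE libraries A, B and C the scores were 6.48, 6.60 and 6.60. The list was lower in Meis1-OE EC for 1 of 24 genes past the threshold and for 12 of 24 adjusted over the list alone. Cells were expanded to confluency before harvest, and a difference in the density or time of the cultures stays open and untested.

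For the pre-HE genes named by the paper, growth differences were weighed as a reason for their not being higher. With the proliferation score as a covariate, the list was not higher (camera adjusted p = 0.0547 toward lower expression, range over alternatives 0.0177 to 0.651). Its median log2 fold change went from -0.45 to -0.29, and its mean from -0.25 to -0.35. The list passed the threshold neither without the covariate (0.213) nor with it, and the score differs with the condition, so growth and vector cannot be told apart here.

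The interferon genes were higher in Meis1-OE EC by camera (adjusted p = 0.00513), with 11 of 12 log2 fold changes positive and a median of 0.97, and with the covariate the same test gave an adjusted p of 2.29e-14. Both values rest on the preset correlation of 0.01. The correlation estimated for this list without the covariate was 0.577, with which its adjusted p was 0.651, and fry gave 0.219. Without YFP-CTRL library C, camera gave 0.327. The call therefore depends on the preset correlation. With the covariate the median log2 fold change was 2.39. Scores were compared afterwards. The interferon score was 2.70, 1.95 and 1.55 in YFP-CTRL libraries A, B and C, where the proliferation score rose (4.08, 5.16 and 6.40). In Meis1-OE libraries A, B and C the interferon score was 2.53, 3.13 and 2.80, a range that holds YFP-CTRL library A. The growth test, whose criterion was set beforehand, could not decide, since its value depends on the preset correlation. Within the YFP-CTRL libraries the interferon score fell as the proliferation score rose. Growth as a cause of the rise in this list stays undecided. Of the 12 genes, 1 passed the threshold and 3 passed adjusted over the list alone. A response to the amount of vector stays open and untested.

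Gja5, Epas1 and Vegfc were set to be tested together against growth differences, and 2 of the 3 stayed past the threshold with the covariate, which leaves the set undecided. Taken separately, 2 of 2 (Gja5, adjusted p = 0.00143, and Vegfc, 0.0128, from edgeR) stayed, which argues against growth differences as the whole cause for them. For Epas1 the adjusted p was 0.0930 (range over alternatives 0.00259 to 0.178), and growth and vector cannot be told apart because the score differs with the condition.

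Pknox1, of the Meis and Pbx family list, was higher in all 3 Meis1-OE libraries (log2 fold change 1.66, adjusted p = 0.00232 from edgeR), the only 1 of 6 tested genes of that list past the threshold. Reads shared with Meis1 could raise it, but Meis2, closer to Meis1 in sequence, had a log2 fold change of -0.12 (adjusted p = 0.749 from edgeR). With the proliferation score as a covariate Pknox1 kept an adjusted p of 0.00764. Of the 2 surface genes, Cd200 was higher (2.16, adjusted p = 0.0312 from edgeR, 3 of 3 libraries) and Notch4 was not (0.03). Without Meis1-OE library A, B or C, the adjusted p of Cd200 was 0.0807, 0.135 or 0.126, and with the covariate it was 0.145 (log2 fold change 1.66). Notch4 was at -0.58 with the covariate (adjusted p = 0.0408 from edgeR).

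Of the mesenchymal list, 4 of 13 genes were tested and 1 passed the threshold (Postn, log2 fold change 4.83, adjusted p = 0.0312 from edgeR, at most 131 counts), with a camera adjusted p of 0.759. Of the macrophage list, 3 of 11 were tested, 0 passed (2 at an unadjusted p under 0.05), and the camera adjusted p was 0.465. The proliferation list gave 0.00477 by camera with all 15 genes positive, 0 past the threshold and 1 at an unadjusted p under 0.05.

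Over the 10 splits of the 6 libraries into 3 and 3, 1 of 10 gave as many genes called as the real split, which was the real one itself. A share under 0.1 cannot be reached with this design. A camera p as small as the real one was given by 4 of the 10 splits for the pre-HE genes, 9 for the genes lower in pre-HE, 4 for the arterial genes, 4 for the venous genes, 9 for the mesenchymal markers, 6 for the macrophage markers, 4 for the interferon genes and 4 for the proliferation genes, the real split included. Grouping by chance cannot be told apart from the vector for these lists, since other splits of the same libraries did as well for every one of them.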
